# An exploratory microarray analysis of estrogen-mediated gene expression in central pathways that control energy balance in female rats (*Rattus norvegicus*)

**DOI:** 10.1186/s13104-026-07672-2

**Published:** 2026-01-30

**Authors:** Henry Lang, Kaitlin Burch, Dusti Sloan

**Keywords:** Arcuate nucleus, Paraventricular nucleus, Nucleus of the solitary tract, Melanocortin signaling, Corticotropin-releasing hormone, Thyrotropin-releasing hormone, Vasopressin, Oxytocin, Bioinformatics

## Abstract

**Objective:**

Obesity and associated conditions are concerning, especially during menopause. Estrogens influence energy balance in key brain regions including the arcuate nucleus (ARC), paraventricular nucleus (PVN), and the nucleus of the solitary tract (NTS). The mechanisms by which estrogens influence energy balance are incompletely understood. Accordingly, we used a microarray analysis to investigate estradiol benzoate (EB)-regulated gene expression within the ARC, PVN, and NTS of ovariectomized rats treated with EB or Oil vehicle. DAVID Bioinformatics was used to identify enriched biological themes.

**Results:**

Within the ARC, EB did not alter gene expression of neuropeptides or receptors known to influence energy balance. In the PVN, EB treatment increased Npy1r and Avp expression, with notable effect sizes in the expression of Oxt, Crh, Trh, and Mc3r. Gene expression in the NTS was minimally affected by EB. Within the PVN, DAVID Bioinformatics revealed enrichment in pathways related to cell signaling. Although variability was high due to small sample size and technical challenges inherent to microdissection, this exploratory study provides preliminary gene expression profiles of EB-regulation within the ARC, PVN, and NTS. These findings may serve as a basis for future, targeted investigations of EB regulation within intracellular signaling pathways.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13104-026-07672-2.

## Introduction

Overweight or obese body habitus predisposes patients to health risks, including cancer, cardiovascular disease, and diabetes [1]. Older women are particularly susceptible to weight gain as they approach menopause [2, 3], and early animal studies confirm that estrogens decrease food intake and body weight [4–7]. Although the association between estrogen deficiency and weight gain is well established [8], the central mechanisms by which estrogens regulate energy intake and expenditure are complex and incompletely understood.

Eating is a complex behavior that is integrated across several brain regions. Communication between these areas involves numerous neurohormones, neurotransmitters, receptors, and intracellular signaling pathways. The arcuate nucleus of the hypothalamus (ARC) responds to nutrients and circulating hormones and communicates with the lateral hypothalamus (LH) to initiate eating, and to the paraventricular nucleus (PVN) of the hypothalamus to inhibit eating. The ARC, LH, and PVN are interconnected and communicate with the hindbrain, including the nucleus of the solitary tract (NTS) [9–11]. Estrogen receptors are located in CNS regions that influence food intake [12–14], and the effect of estrogens on feeding and energy use occur via these receptors [15–20].

Many studies involving gene expression focus on a limited number of genes. DNA microarray technology offers a broad approach to identifying genes that are differentially regulated in response to treatment. We utilized microarray analysis to explore gene expression changes induced by estradiol benzoate (EB). mRNA was isolated from the ARC, PVN, and NTS of ovariectomized (OVX) rats treated with EB (*n* = 3) or Oil vehicle (*n* = 3). We explored genes associated with energy balance and candidate genes for future studies. Microarray results for over 23,000 genes are available in NIH’s Gene Expression Omnibus (GEO).

## Materials and methods

### Surgery

Adult (90 days old), female Sprague-Dawley rats (Charles River 001CD) were bilaterally OVX using a protocol well established in this laboratory [21–23]. Briefly, rats received oral meloxicam (0.15 mL at 1.5 mg/mL), then were anesthetized with isoflurane (3–5% induction; 1.5-3% maintenance). Using a ventral approach, ovaries were removed, and rats were allowed to recover one week before implementing the EB treatment protocol. Body weight was recorded throughout the study to assess animal health and confirm the effects of treatment.

### EB treatment protocol

Animals received subcutaneous injections of either 10 µg EB in 0.1 mL of oil vehicle (EB; *n* = 3) or 0.1 mL of oil vehicle (Oil; *n* = 3) for two consecutive days (see timeline in Additional file 1). This schedule simulates the rise and peak of EB during the proestrus phase of the four-day estrous cycle. Tissues were collected 48 h after the second EB injection, a time point corresponding to maximal physiological and behavioral effects of EB [23]. Uteri were collected and weighed to confirm estrogenic activity [22, 23]. This well-established protocol, adapted from Woolley and McEwen, along with confirmation of EB effects on uterine hypertrophy by Miura et al. eliminates the need to measure circulating EB levels [22–26].

### Tissue collection

On the day of termination, rats were anesthetized with CO_2_ inhalation and decapitated. Following established protocol [25], brains were rapidly extracted, flash-frozen in liquid nitrogen, and stored at -80 °C until tissue punches were collected. Bilateral punches from coronal sections were obtained from the ARC, PVN, and NTS using a 1 × 3 mm tissue punch. Locations were determined using stereotaxic coordinates from the Paxinos and Watson atlas [27], with major landmarks described in previous publications from this lab [28, 29]. Using the following coordinates, samples were collected from the ARC (− 2.64 to − 3.24 from bregma), PVN (− 1.32 to − 1.92 from bregma) and NTS (− 13.56 to − 14.40 from bregma). Tissue was stored in RNAlater and frozen (Ambion, AM7020) until mRNA isolation [25].

### RNA isolation and microarray analysis

RNA was isolated using a Biorad Aurum Total RNA Mini kit (732–6820) per manufacturer’s instructions. RNA was sent to Thermo Fisher Scientific, Inc. (TFS) for transcriptome analysis. The mRNA samples passed all quality control checks. The microarray, Rat Clariom S Pico Assay (Applied Biosystems, 902937), compared gene expression for EB-treated versus Oil-treated rats for over 23,000 genes. TFS required a minimum of three samples per treatment group for the microarray; three samples from the PVN, ARC, and DVC of EB- and Oil-treated rats were provided. Although microarray studies often use fewer replicates due to cost and time, a minimum of three replicates is recommended [30]. Gene notation follows the National Center for Biotechnology Database: proteins are capitalized (e.g., “OXT”), whereas mRNA is referred to as “Oxt”.

### Statistical analysis

Cell intensity (CEL) files from the microarray analysis were background-adjusted, normalized, and log [2] transformed by TFS following methods described by Irizarry [31]. Processed output chip files (CHP) were analyzed using the Transcriptome Analysis Console (TAC) software 4.0. TAC utilizes an empirical Bayes (eBayes) method with one-way ANOVA (t-test not available in this software) to assess statistical significance at *p* < 0.05 and an absolute fold change ≥ 2. The eBayes method is commonly used as a data reduction tool to stabilize variance in studies that include thousands of genes [32]. TAC reports both unadjusted *p*-values and values for false discovery rates (FDR). Data are reported as means ± standard deviation (SD) of signal intensity (Log 2) and fold change (Log 2), with fold change presented as absolute values.

### Overview of exploratory approach

Microarray analyses frequently rely on small sample sizes [30], and this study is no exception. Moreover, micro-dissected regions, like those sampled in our study, exhibit high biological variability due to technical differences in tissue collection. Given these limitations, results should be considered exploratory.

Analyses included a targeted examination of preselected genes involved in melanocortin signaling, as well as a transcriptome-wide survey of differentially expressed genes (DEGs) with potential biological relevance. Genes associated with melanocortin signaling and downstream effects were investigated as “genes of interest” in the ARC, PVN, and NTS. To control for type I error, FDR was initially calculated by TAC across all 23,188 genes. For preselected gene subsets, *q*-values were calculated using the Benjamini-Hochberg procedure (Excel). Effect sizes were calculated using Cohen’s d equation (Excel).

For the transcriptome-wide survey of EB-regulated genes, DEGs identified by TAC with unadjusted *p*-values ≤ 0.05 and fold changes ≥ │2│ were selected for further analysis. These DEGs were visualized using heatmaps and analyzed using DAVID (Database for Annotation, Visualization, and Integrated Discovery), an NIH bioinformatics tool that organizes large datasets into meaningful biological categories [33, 34]. Genes from each brain region were sorted by up- or down-regulation by EB. DAVID functional annotation clustering results are reported using three Gene Ontology (GO) categories that, with some overlap, represent groups of genes involved in biological processes, cellular components, and molecular function: GOTERM_BP_FAT (BP = Biological Process), GOTERM_CC_FAT (CC = Cellular Component), and GOTERM_MF_FAT (MF = Molecular Function).

## Results

All microarray data, including CEL files and CHP files, have been deposited in NCBI GEO under accession number GSE293502. 

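Tissue punches from OVX rats gave 18 Rat Clariom S arrays, with 3 EB-treated and 3 Oil-treated samples in each of the ARC, PVN and NTS. TFS had background-adjusted and normalized the arrays before deposit. The values used here are the deposited signal intensities (Log 2), 1 for each probe set. Of 24834 probe sets, 23188 measure genes and 1646 are controls. Of the gene probe sets, 15048 have exactly 1 gene symbol and 8139 have none in the platform's annotation, of which 56 could be named through Additional file 4. Several symbols stand in Additional file 4 for 11 probe sets, 10 of them among the 8139. Lepr and Cckar have no named probe set and are therefore not reported. Arrays have no read depth. Their medians lay between 7.74 and 8.00, and between 52.9% and 60.7% of the gene probe sets exceeded the median of the 23 background probe sets of their array. The highest share belongs to ARC Oil 1, which also has the lowest background median, 6.74.
Each region was fitted on its own 6 arrays with limma as EB minus Oil, without any further normalization. A gene is called at an unadjusted p of 0.05 or less together with a fold change of 2 or more, as in the paper. Adjusted p is by Benjamini-Hochberg over the 23188 genes or, for genes of interest, over the list alone. Group averages are arithmetic means, a choice that matters where 1 of 3 samples lies far from the others. The paper's averages lie close to biweight averages, which give such a sample less weight. Its fold changes and Cohen's d are therefore not the same measure as those given here. Gene lists for pathways, cell types and neighbouring regions were compared with all other genes by camera at a preset correlation of 0.01, and again with an estimated correlation. With 3 samples against 3, a two-sided exact permutation test cannot go below p = 0.1.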

Biological activity of EB was confirmed by measuring uterine weights [22, 23, 26]. An independent t-test revealed that uterine weights in EB-treated animals were significantly higher than in controls [*t*(4) = -13.07, *p* < 0.001].

### ARC, PVN, NTS heatmaps—genes of interest

Heatmaps of selected genes of interest within the ARC, PVN, and NTS (Additional file 2) show that EB-treated and Oil-treated samples did not form distinct clusters, indicating substantial within-group variability.

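On the genes of interest alone, hierarchical clustering put 4 of the 6 ARC samples, 5 of the 6 PVN samples and 4 of the 6 NTS samples on the side of their own treatment. Where a lone sample is split off, as in the ARC and NTS, this count is 4 whichever sample it is. In the ARC the sample that stood alone was EB 2, which has the lowest Pomc signal of the 6, 5.38. In the PVN, Oil 1 and Oil 3 stood apart. They read 6.98 and 6.92 for Oxt, against 12.36 to 16.10 in the other PVN samples. In the NTS, Oil 3 stood alone. It also reads lowest for 3 genes of dorsal vagal neurons, looked up after the clustering was seen. Dbh, which makes noradrenaline from dopamine, is at 4.77 there, though it lies below the background median in all 6 NTS samples. Gcg, which encodes the precursor of glucagon-like peptide 1, is at 7.26, and Th, the first enzyme of catecholamine synthesis, is at 7.50. For the other 5 NTS samples the signals are at least 6.52 for Dbh, 11.16 for Gcg and 10.94 for Th. The distance between treatments did not exceed the distance within them more than other splits of the same samples allow (exact permutation p = 0.9 in the ARC, 0.2 in the PVN and 0.7 in the NTS).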

### ARC—genes of interest

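In the ARC, none of the 4 measured receptor genes of interest passed the test. Ghsr, the receptor of the hunger hormone ghrelin, averaged 9.44 ± 0.21 with EB and 9.56 ± 0.28 with Oil (mean ± SD of the log2 signal, 3 samples each). Mc3r and Mc4r, the receptors of α-MSH, differed by -0.54 (SE 0.59) and 0.10 as log2 EB minus Oil, with Mc4r below the background median in 5 of the 6 samples. Npy1r, a receptor of neuropeptide Y, averaged 9.75 ± 0.79 with EB and 9.85 ± 0.24 with Oil. The adjusted p was 0.870 for each of these genes over the list alone. The wider list of neuropeptide and feeding receptors had 34 measured members. Of these, 0 were called higher, 1 was called lower and 33 did not pass, with 0 higher and 1 lower adjusted over the list alone. The member called lower is Nmur2, a receptor of neuromedin U, at log2 -2.28 (SE 0.44) and in every leave-one-out fit. The list as a whole was not called (camera adjusted p = 0.906). ARC Oil 1 also carries signals of 14.52 for Oxt and 14.12 for Avp, genes that read at most 7.92 and 7.10 in the other ARC samples.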

EB did not significantly affect the expression of receptors for ghrelin (Ghsr), leptin (Lepr), melanocortin 3 (Mc3r) or 4 (Mc4r), or neuropeptide Y (Npy1r). In addition, EB did not cause significant differential expression of neuropeptide Y (Npy), agouti-related peptide (AgRP), CART pre-propeptide (Cartpt), or proopiomelanocortin (Pomc), although Pomc, the precursor to α-MSH, was threefold higher in the oil-treated group (fold change = 3.17) with a medium effect size (*d* = 0.52) (Fig. 1a, Table 1a).

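Npy and Agrp, the appetite-stimulating peptides of the ARC, and Cartpt and Pomc, the appetite-lowering ones, all kept an adjusted p of 0.870 over the list alone. Cartpt read 15.23 ± 0.75 with EB and 15.16 ± 0.76 with Oil, and Npy 13.39 ± 0.68 and 13.61 ± 0.92. Agrp differed by log2 -0.87 (SE 0.78), which becomes 0.04 without ARC Oil 2. Pomc averaged 9.65 ± 4.01 with EB and 11.60 ± 1.98 with Oil, a difference of -1.95 (SE 1.90) and 3.86-fold higher with Oil (Cohen's d 0.616; exact permutation p = 0.6). The EB samples read 13.33, 5.38 and 10.24, and the Oil samples 11.30, 13.71 and 9.78. Without ARC EB 2 the Pomc difference is 0.19, without EB 1 it is -3.79 and without Oil 2 it is -0.89. Of the 8 measured ARC genes of interest, 0 passed adjusted over the list alone. Over all genes limma called 0 at an adjusted p under 0.05, with 1313 at an unadjusted p under 0.05. Because key neuropeptides and receptors stayed unchanged in the ARC, the paper proposes feedback suppression after prolonged EB exposure.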

### PVN—genes of interest

In terms of receptors in the PVN, EB did not significantly affect the expression of Mc4r or Mc3r after correction for multiple testing. However, Mc3r expression was twofold higher in the Oil-treated group with a large effect size (Fold change = 2.44, *d* = 1.64). 

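Mc4r, through which α-MSH lowers food intake, read 8.43 ± 0.60 with EB and 7.97 ± 0.21 with Oil in the PVN. The log2 difference was 0.46 (SE 0.29), with an adjusted p of 0.178 over the list alone. Single EB samples move it both ways. Without EB 2 the difference is 0.12 (adjusted p = 0.617 over the list alone), and without EB 3 it is 0.67 and passes (limma, adjusted p = 0.0462 over the list alone).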

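Mc3r averaged 7.44 ± 0.87 in the EB-treated group and 8.32 ± 0.69 in the Oil-treated group, 1.84-fold higher with Oil (log2 EB minus Oil -0.88, SE 0.48; Cohen's d 1.13). The groups overlap (exact permutation p = 0.3), and the adjusted p over the list alone is 0.146. Without PVN EB 3 the difference grows to -1.37 and passes, with an adjusted p of 0.00949 over the list alone. Without PVN EB 2 it is -0.56 and without Oil 1 it is -0.54.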

Npy1r expression was significantly higher in the EB-treated group with a notable fold change and effect size (Fold change = 2.31; *q* = 0.001; *d* = 5.7). 

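In the PVN every EB-treated sample read higher than every Oil-treated sample for Npy1r, the receptor through which neuropeptide Y stimulates feeding. The EB samples were at 10.12, 9.97 and 9.54, and the Oil samples between 8.71 and 8.73. The difference was 1.15 on the log2 scale (SE 0.17), 2.23-fold (Cohen's d 5.44). It passed over the 7 PVN genes of interest (adjusted p = 0.00112 over the list alone) but not over all genes (adjusted p = 0.681), and no leave-one-out fit ended the call. The exact permutation p is 0.1, the smallest possible. In the ARC the same gene differed by -0.10, and the tested difference between the PVN and ARC effects was 1.25 (adjusted p = 0.966 over all genes). Without both PVN Oil 1 and PVN Oil 3, the samples with midbrain marker signal, the difference is still 1.15. Its adjusted p of 0.0579 over the list alone then rests on 1 Oil sample and is no sign that tissue accounts for the rise. Since a rise of Npy1r runs against the anorexigenic effect of EB and the reduced body weight, the paper proposes that regulation depends on time or dose.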

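Avp, which encodes vasopressin, read 12.61, 15.25 and 10.73 in the EB-treated PVN samples and 7.11, 10.46 and 6.80 in the Oil-treated ones. Each EB sample exceeded each Oil sample, and the means differed by 4.74 on the log2 scale (SE 1.28), 26.8-fold. Avp passed over the 7 genes of interest (adjusted p = 0.0232 over the list alone) and not over all genes (adjusted p = 0.681). The 2 Oil samples with the lowest Avp, Oil 1 and Oil 3, also carry the highest midbrain dopamine and mammillary marker scores, 8.67 and 8.63, against 6.75 to 7.00 in the other 4. The call is lost when EB 1, EB 2, Oil 1 or Oil 3 is left out (adjusted p over the list alone 0.0631, 0.0705, 0.093 and 0.0941). With the midbrain score as a covariate the Avp difference is 2.82 (limma adjusted p = 0.318 over the list alone). As that score is high only in Oil 1 and Oil 3, this fit leaves little but Oil 2 to set against EB.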

Vasopressin (Avp) expression was significantly higher in the EB-treated group with a notable fold change and effect size (Fold change = 57.11, *q* = 0.025, *d* = 2.71). 

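Oxt, which encodes oxytocin, separated the PVN samples into high and low ones rather than by treatment alone. The EB-treated samples read 15.78, 16.10 and 12.36. Among the Oil-treated samples, Oil 2 read 14.87, above the third EB sample, while Oil 1 and Oil 3 lay near 7. The mean difference was 5.16 on the log2 scale (SE 2.11), 35.7-fold, with an adjusted p of 0.0975 over the list alone and an exact permutation p of 0.2.
The low Oxt samples differ from the rest in tissue markers too. Th, the first enzyme of catecholamine synthesis, read 12.52 and 12.62 in Oil 1 and Oil 3 and at most 9.88 elsewhere in the PVN, and Foxa2, a transcription factor of midbrain dopamine neurons, read 10.42 and 10.06 against at most 5.46. Across 16 measured midbrain dopamine and mammillary markers, 15 were lower and 1 higher with EB (median log2 -0.92), and 4 were called lower, or 2 adjusted over the list alone. The list was called (camera adjusted p = 2.62e-05), with an adjusted p = 0.708 with an estimated correlation. Of 11 PVN neuron markers, 9 were higher and 2 lower. Oxt and Avp were called higher, and adjusted over the list alone Avp and Otp (0.75, its Oil signals below the background median) were. That list was called too (camera adjusted p = 0.00136; adjusted p = 0.709 with an estimated correlation; 0.217 without EB 2). It holds Oxt, Avp, Crh, Trh and Mc4r themselves, and both region lists were written after the paper's tables had been read.
Without Oil 2 the Oxt difference is 7.80 and passes (adjusted p = 0.00164 over the list alone), as it does without EB 3 (6.35, adjusted p = 0.0272). With the midbrain score as a covariate it is 0.61, and without Oil 1 and Oil 3, which leaves 1 Oil sample, it is -0.13. The score is high only in Oil 1 and Oil 3, so the covariate too leaves little but Oil 2 to set against EB.

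**Figure D1:**
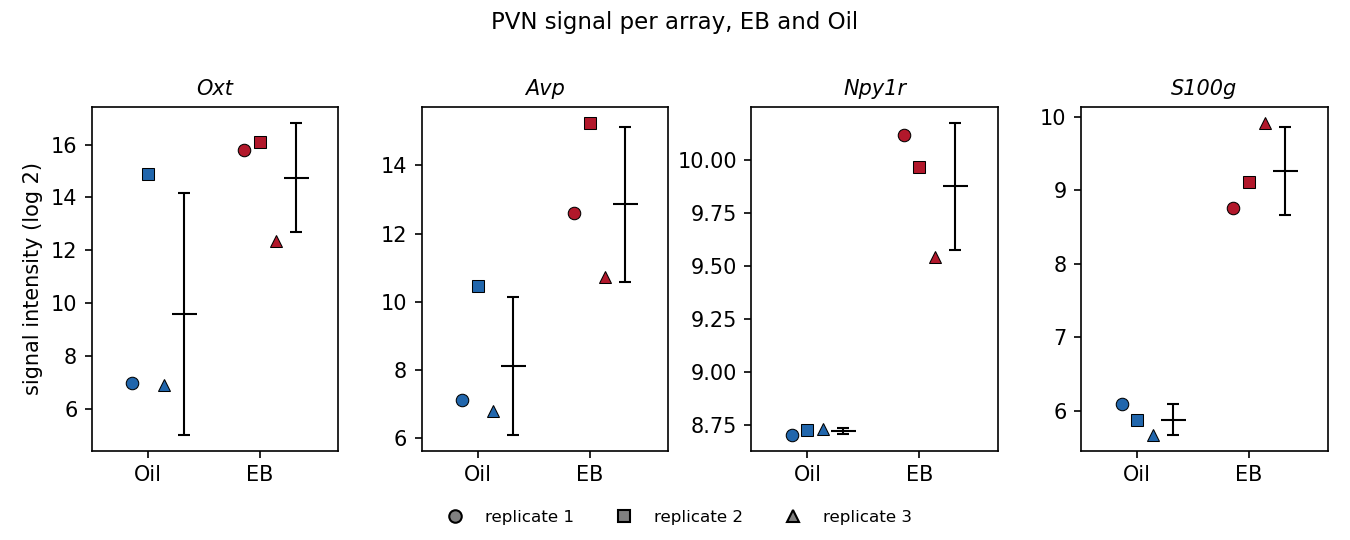
Log2 signal of Oxt, Avp, Npy1r and S100g in each PVN sample, Oil-treated and EB-treated, with bars for mean ± SD. Oxt in Oil 2, at 14.87, sits among the EB-treated samples, while S100g and Npy1r do not overlap between treatments.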

Although not statistically significant, oxytocin (Oxt) expression showed a large fold change and effect size, suggesting potential biological relevance (Fold change = 506.15, *q* = 0.098, *d* = 2.53). 

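Of the releasing hormones in the PVN, Crh, which drives the stress axis, and Trh, which drives the thyroid axis, read higher on average with EB but did not pass. Crh averaged 8.70 ± 1.21 with EB and 7.51 ± 0.93 with Oil, 2.29-fold. Trh averaged 6.60 ± 1.75 and 5.72 ± 0.63, 1.83-fold, with all 3 Oil samples below the background median of their arrays. Adjusted over the list alone p was 0.146 for Crh and 0.300 for Trh. Among the other hypothalamic hormones Sst, which encodes somatostatin, was called higher, by 2.24 on the log2 scale (SE 0.65) and in every EB sample above every Oil sample. For Sst, Oil 1 and Oil 3 again read lowest, 10.22 and 9.59, against 12.48 in Oil 2 and 12.87 to 13.16 with EB. Without both of them, with 1 Oil sample left, its difference is 0.52, under a fold change of 2. Without PVN EB 3, Crh differs by 1.89 (limma adjusted p = 0.00904 over the list alone) and Trh by 1.85 (adjusted p = 0.00535). Without EB 1 or Oil 1 the Crh difference falls to 0.75 and 0.74, and without EB 2 that of Trh is 0.16.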

Corticotropin-releasing hormone (Crh) and thyrotropin-releasing hormone (Trh) expression levels were approximately three-fold higher in the EB-treated group, though not statistically significant (Crh: Fold change = 3.66, *q* = 0.146, *d* = 1.73; Trh: Fold change = 2.97, *q* = 0.300, *d* = 1.19) (Fig. 1b, Table 1b).

### NTS—genes of interest

Within the NTS, EB did not significantly affect the expression of receptors for cholecystokinin A (Cckar) or B (Cckbr), oxytocin (Oxtr), Ghsr, Mc3r, Mc4r, and Lepr, and did not induce differential expression of Pomc (Fig. 1c, Table 1c).

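None of the 6 measured NTS genes of interest passed, and 0 passed adjusted over the list alone. Cckbr, a receptor of the satiety peptide cholecystokinin, averaged 7.06 ± 0.18 with EB and 7.40 ± 0.32 with Oil (log2 -0.34; adjusted p = 0.687 over the list alone), although each EB sample read lower than each Oil sample (exact permutation p = 0.1). The differences of the others were between -0.16 (Oxtr, the oxytocin receptor) and 0.08 (Pomc), with an adjusted p of 0.866 each over the list alone. Signals of Pomc, 5.01 with EB and 4.93 with Oil, of Mc3r, 4.74 and 4.71, and of Oxtr, 5.04 and 5.20, lie below the background median of every NTS array (7.41 to 7.47), and those of Cckbr in 5 of the 6 samples, so a change in them would be hard to see. Mc4r read 8.26 and 8.23, and Ghsr 8.61 and 8.69. Of the 13 measured dorsal vagal complex markers, 12 were higher and 1 lower with EB, while 0 were called and 0 passed adjusted over the list alone. The list was called higher (camera adjusted p = 0.01; adjusted p = 0.756 with an estimated correlation), but not without NTS Oil 3 (adjusted p = 0.607) or NTS EB 1 (0.215). The mean of these markers is 7.30 in Oil 3 and 8.96 to 10.31 in the other NTS samples.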

**Fig. 1:**
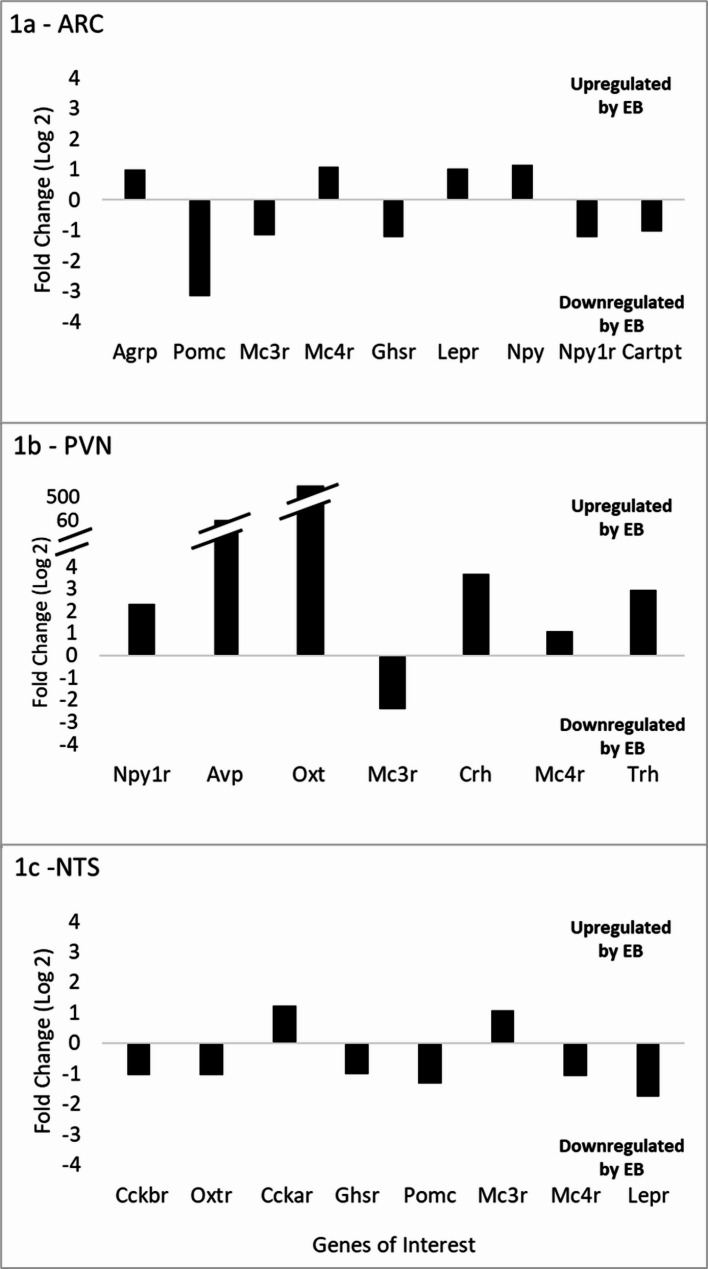
Fold change differences in gene expression for EB- vs. Oil-treated rats in the ARC (1a), PVN (1b), and NTS (1c). Positive values indicate upregulation by EB; negative values indicate downregulation. Each bar represents the fold change for genes of interest

**Table 1:** Analyses for genes of interest in the ARC, PVN, and NTS

Gene (Symbol)	Public Gene ID RefSeq mRNA	Oil Signal Intensity Log 2 (SD)	EB Signal Intensity Log 2 (SD)	Fold Change Log 2	Unadjusted p-value	Benjamini-Hochberg Adjusted *p*-value (q)	Cohen’s d Effect size (d)
**1a-ARC Genes of Interest**							
Agouti related neuropeptide (Agrp)	NM_033650	6.84 (1.57)	6.86 (0.91)	1.01	0.299	0.858	0.02
Proopiomelanocortin (Pomc)	NM_139326	11.5 (1.98)	9.84 (4.01)	**– 3.17**	0.337	0.858	**0.52**
Melanocortin 3 receptor (Mc3r)	NM_001025270	8.73 (1.01)	8.51 (0.91)	– 1.16	0.389	0.858	0.23
Melanocortin 4 receptor (Mc4r)	NM_013099	6.9 (0.06)	7.03 (0.11)	1.09	0.452	0.858	**1.47**
Ghrelin receptor (Ghsr)	NM_032075	9.63 (0.28)	9.32 (0.21)	– 1.23	0.562	0.858	**1.25**
Leptin receptor (Lepr)	NM_012596	9.65 (0.09)	9.7 (0.63)	1.03	0.585	0.858	0.11
Neuropeptide Y (Npy)	NM_012614	13.63 (0.92)	13.44 (0.68)	1.14	0.667	0.858	0.24
Neuropeptide Y receptor 1 (Npy1r)	NM_001113357	9.99 (0.24)	9.7 (0.79)	– 1.22	0.796	0.870	**0.50**
CART prepropeptide (Cartpt)	NM_017110	15.2 (0.76)	15.12 (0.75)	– 1.05	0.870	0.870	0.11
**1b-PVN Genes of Interest**							
Neuropeptide Y receptor 1 (Npy1r)	NM_001113357	8.73 (0.01)	9.94 (0.3)	**2.31**	0.0002	**0.001**	**5.7**
Arginine vasopressin (Avp)	NM_016992	6.96 (2.03)	12.79 (2.27)	**57.11**	0.007	**0.025**	**2.71**
Oxytocin (Oxt)	NM_012996	6.95 (4.57)	15.93 (2.07)	**506.15**	0.042	0.098	**2.53**
Melanocortin 3 receptor (Mc3r)	NM_001025270	8.32 (0.69)	7.03 (0.87)	**2.44**	0.103	0.146	**1.64**
Corticotropin-releasing hormone (Crh)	NM_031019	7.5 (0.93)	9.37 (1.21)	**3.66**	0.104	0.146	**1.73**
Melanocortin 4 receptor (Mc4r)	NM_013099	7.95 (0.21)	8.09 (0.6)	1.1	0.153	0.178	0.31
Thyrotropin-releasing hormone (Trh)	NM_013046	5.36 (0.63)	6.93 (1.75)	**2.97**	0.300	0.300	**1.19**
**1c-NTS Genes of Interest**							
Cholesytokinin B (Cckbr)	NM_013165	7.22 (0.32)	7.16 (0.18)	1.04	0.115	0.917	0.23
Oxytocin receptor (Oxtr)	NM_012871	5.15 (0.08)	5.08 (0.27)	1.05	0.355	0.927	0.35
Cholecystokinin A (Cckar)	NM_012688	7.26 (0.56)	7.56 (0.61)	1.24	0.496	0.927	0.51
Growth hormone secretagogue receptor (Ghsr)	NM_032075	8.65 (0.07)	8.61 (0.15)	1.02	0.571	0.927	0.34
Proopiomelanocortin (Pomc)	NM_139326	5.22 (0.5)	4.8 (0.36)	1.33	0.797	0.927	0.96
Melanocortin 3 receptor (Mc3r)	NM_001025270	4.64 (0.12)	4.76 (0.13)	1.09	0.825	0.927	0.95
Melanocortin 4 receptor (Mc4r)	NM_013099	8.36 (0.23)	8.25 (0.11)	1.08	0.866	0.927	0.61
Leptin Receptor (Lepr)	NM_012596	8.64 (0.16)	7.83 (1.43)	1.75	0.927	0.927	0.79

Within the ARC (a), PVN (b), and NTS (c), genes, symbols and Public Gene IDs are listed. Data generated using TAC include mean signal intensities (log 2), standard deviation (SD), absolute fold change (log 2), and unadjusted p-values. Benjamini-Hochberg adjusted q-values were calculated for selected genes and Cohen’s d equation was used to calculate effect sizes (d).

Bold text delineates the genes investigated within each brain region (ARC, PVN, and NTS)

### ARC, PVN, NTS heatmaps—transcriptome-wide survey of DEGs.

Heatmaps representing transcriptome-wide differentially expressed genes are included in Additional file 3. Within the ARC and NTS, EB- and Oil-treated samples formed distinct clusters. 

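Clustered on the paper's own differentially expressed genes, all 6 ARC samples (98 genes) and all 6 NTS samples (21 genes) fell on the side of their treatment. The exact permutation p is 0.1 in both regions, the smallest that 3 samples against 3 can give. Because these genes were selected for differing between the same samples, the clusters are not independent evidence of a treatment effect. Over all genes, 5 ARC and 4 NTS samples were on their own side (exact permutation p = 0.3 and 0.7). The NTS count is 4 whichever lone sample is split off. ARC EB 2 and EB 3 then formed the smaller branch. Both also read high for Slc6a3, the dopamine transporter, at 14.95 and 12.62, against 8.56 to 8.85 in the other ARC samples. In the NTS it was EB 3, the sample with the highest signal of Ttr, a thyroid hormone carrier made by the choroid plexus (17.91), though 2 Oil samples come close to it (17.65 and 17.69).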

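In the PVN, clustering on 101 of the paper's differentially expressed genes placed 5 of 6 samples on their own side, with Oil 1 and Oil 3 as one branch and Oil 2 beside the 3 EB samples (exact permutation p = 0.1). Oil 2 shares with the EB samples low Slc6a3, the dopamine transporter, at 6.50 against 10.01 and 9.75 in Oil 1 and Oil 3. It stays with the other Oil samples for 2 further genes: Npy1r, and S100g, a calcium-binding protein that estrogens induce in several tissues, at 5.87. Over all genes 4 of 6 PVN samples were on their own side, with EB 3 alone (exact permutation p = 0.3). That count is 4 whichever lone sample is split off. The paper's differentially expressed genes were chosen on the same samples.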

DEGs within the PVN showed that EB-treated samples clustered together, but Oil-treated sample, 9SR4406A_B03, did not cluster with the other two oil-treated samples.

### ARC—transcriptome-wide survey of DEGs and DAVID bioinformatics

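In the ARC, 23 genes were called higher and 88 lower with EB, and 75 of the 98 genes that could be read from the paper's list are among them. Simulated data with the spread of the ARC gave 102 calls among unchanged genes, against these 111. Rxfp1, the relaxin receptor, was higher by 2.06 on the log2 scale (SE 0.23), with 8.97 to 9.19 in the EB samples and 6.76 to 7.55 in the Oil samples. Nr4a2, an orphan nuclear receptor needed by midbrain dopamine neurons, was higher by 2.14 (SE 0.42). Anxa1, an anti-inflammatory annexin also found in ependymal cells, was lower (log2 -1.49, SE 0.32). These calls held in each leave-one-out fit. S100g was called higher (2.78), but its EB samples read 12.56, 7.76 and 10.20. The call is lost without EB 1 (1.58), EB 3 (2.77), Oil 1 (2.21) or Oil 3 (2.91).
Of the genes called higher 13, and of those called lower 55, did not overlap between treatments. Called genes were chosen for differing between these samples, so this is not independent evidence. Over all genes the share without overlap is 11.2%, and chance gives 10%. No ARC gene passed over all genes, the smallest adjusted p being 0.172 (limma). Single samples move the counts: without EB 1 they are 97 higher and 155 lower, without EB 3 14 and 49, without Oil 1 31 and 164, and without Oil 3 38 and 86. Without both ARC EB 2 and Oil 1, which carry signal of other regions, they are 72 and 188. This fit keeps EB 3, where midbrain markers are raised as well.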

TAC software identified 24 genes upregulated and 75 genes downregulated by EB, and a gene list is included in Additional file 4, tab a.

GO analysis of upregulated genes, conducted using DAVID revealed no statistically significant terms within the categories GOTERM_BP_FAT or GOTERM_CC_FAT after Benjamini-Hochberg correction. Within the GOTERM_MF_FAT category, “cation binding” was significantly enriched (GO: 0043169, fold-enrichment = 2.75, *q* = 0.04). Genes contributing to this enrichment included RET, S100G, CHRNB3, TRPC3, CD93, EBF1, KCNA4, EBF3, RXFP1, SLC6A3, CALB2, NR4A2, ATP13A5, and TRIM16 suggesting that EB may be associated with molecular pathways related to cation binding. 

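All 14 of these genes read higher with EB, 10 of them by a fold change of 2 or more at p of 0.05 or less, and 14 higher and 0 lower adjusted over the list alone. The paper chose these genes at p of 0.05 or less on these same samples. Adjusted over the list alone, they therefore pass by construction. Neither that count, their direction nor the comparison with all other genes is independent evidence. The set was called against all other genes (camera adjusted p = 2.88e-14; adjusted p = 0.263 with an estimated correlation). The members have varied functions. Rxfp1 and Nr4a2, a hormone receptor and a transcription factor, held in every leave-one-out fit. Atp13a5, a cation-transporting ATPase, was higher by 1.11, or by 0.74 and uncalled without ARC Oil 2. Cd93 (0.83), Kcna4, a potassium channel (0.79), Calb2, the calcium-binding protein calretinin (0.88), and Trim16 (0.66) were under a fold change of 2 with all samples. Cd93 passes it without Oil 1 (1.10), Kcna4 without Oil 3 (1.02) and Calb2 without EB 1 (1.20) or Oil 3 (1.11).
Several members are also markers of midbrain dopamine neurons. Slc6a3 differed by 3.24 and Ret, a receptor for glial-derived neurotrophic factors, by 1.55. Both read highest in EB 2 and EB 3 and keep their call only in the leave-one-out fit without EB 1 (4.98 and 2.33), with p between 0.0936 and 0.137 for Slc6a3 in the 5 others. Without EB 2 they differ by 1.78 and 0.86. Across the 16 measured midbrain dopamine and mammillary markers, 14 were higher and 2 lower with EB, and 5 were called higher, or 2 adjusted over the list alone. That list was called as well (camera adjusted p = 1.92e-05; adjusted p = 0.606 with an estimated correlation; 0.267 without EB 2 and Oil 1). Its mean signal was 10.19 in EB 2 and 9.07 in EB 3, against 7.65 to 8.24 in the 4 other ARC samples.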

Downregulated genes were not significantly enriched under GOTERM_MF_FAT. However, there were many genes associated with GOTERM_BP_FAT and GOTERM_CC_FAT, and most of these genes were associated with reproductive processes (e.g., germ cell development and motility).

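Many ARC genes lower with EB build the motile cilium, which drives sperm and, in the brain, is carried by ependymal cells lining the ventricles. Saxo4, a protein of the axoneme's microtubules, fell by 2.05 on the log2 scale (SE 0.63). Cfap206 and Cfap77, cilia- and flagella-associated proteins, fell by 1.94 and fell by 1.32, and each of the 3 calls held in every leave-one-out fit. The EB signals of Cfap206 lie below the background median. Cfap161 fell by 1.85, with a difference of -1.21 without EB 3, and is uncalled without Oil 3 (-1.40). Foxj1, the master regulator of motile cilia, differed by -0.86, short of a fold change of 2. All 16 measured ependymal and motile cilia genes read lower with EB: 0 were called higher, 8 were called lower and 8 did not pass, with 11 lower adjusted over the list alone. The list was called lower (camera adjusted p = 5.08e-14; adjusted p = 0.533 with an estimated correlation). It was written after the paper's tables had been read, and some members, such as Cfap206 and Cfap77, are in the paper's own list.
Ependymal genes that are not part of the cilium moved with them. Of 8 measured, 7 were lower and 1 higher. Anxa1 alone was called, and it alone passed adjusted over the list alone. This list was called lower too (camera adjusted p = 0.000335; adjusted p = 0.263 with an estimated correlation). Vim, an intermediate filament of ependymal cells, tanycytes and astrocytes, differed by -0.87, and S100a6, a calcium-binding protein, by -0.68. The mean cilia signal was 7.91, 8.02 and 6.89 in the EB samples and 8.33, 8.57 and 9.42 in the Oil samples.

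**Figure D2:**
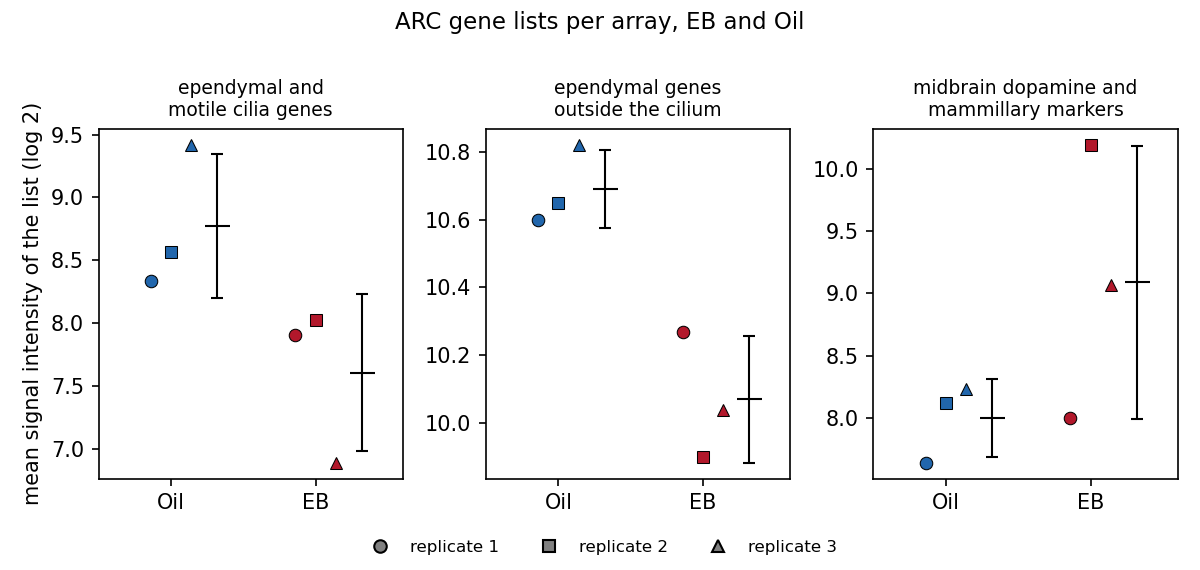
Mean log2 signal of 3 gene lists in each ARC sample, Oil-treated and EB-treated, with bars for mean ± SD; symbols mark the replicate. Both ependymal lists lie lower in every EB sample, and the midbrain list is highest in EB 2 at 10.19.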

### PVN—transcriptome-wide survey of DEGs and DAVID bioinformatics

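In the PVN, 35 genes were called higher and 42 lower with EB. Simulated data with the spread of the PVN gave 70 calls among unchanged genes, against these 77. S100g stood out (log2 3.38, SE 0.29), with EB samples at 8.76 to 9.92 and Oil samples at 5.67 to 6.09. The Oil signals lie below the background median of their arrays, and against that median S100g is at least 3.67-fold higher with EB. It comes closest to passing over all genes (limma adjusted p = 0.0852). Fam107a, an actin-binding stress-response protein, was higher by 2.02 (SE 0.40), and Rasal1, which switches off Ras, by 1.94 (SE 0.38). The 3 calls hold in every leave-one-out fit and without both Oil 1 and Oil 3, which leaves 1 Oil sample and where Fam107a differs by 1.07 and Rasal1 by 1.26. Of 9 measured estrogen-induced genes, 7 were higher and 2 lower, and 1 was called higher, or 2 adjusted over the list alone, S100g and Pgr, the progesterone receptor (0.73). The list was called higher (camera adjusted p = 0.00061; adjusted p = 0.488 with an estimated correlation).
Among called genes, 25 of those higher and 30 of those lower did not overlap between treatments, which their selection on these samples favours. Over all genes 12.4% do not overlap, and chance gives 10%. None passed over all genes by limma, with 1481 at an unadjusted p under 0.05. Without EB 3 the counts are 75 higher, 122 lower and 2 past adjustment; without Oil 2 they are 113, 98 and 24; without Oil 1, 26 are lower. Without both Oil 1 and Oil 3 they are 126 and 42.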

TAC software identified 51 genes upregulated and 50 genes downregulated by EB and data for these genes are included in Additional file 4, tab b.

GO analysis of upregulated genes (Additional file 5, tab a), showed significant enrichment within all three major categories. Within GOTERM_BP_FAT, four groups were significantly enriched for regulation of biological quality, cell communication, neuropeptide signaling, and signaling. 

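Among the 30 measured neuropeptide genes of the PVN, whose products are packed into dense core vesicles, 20 read higher and 10 lower with EB. Oxt, Avp and Sst were called higher and Vip and Ucn lower, and 25 did not pass; adjusted over the list alone, 0 were higher and 1 was lower. That one is Vip, which encodes vasoactive intestinal peptide, at log2 -1.13 (SE 0.20; -0.94 and under a fold change of 2 without EB 2). Ucn, which encodes the peptide urocortin, made mainly in the Edinger-Westphal nucleus of the midbrain, fell by 1.42 and is uncalled without EB 1, EB 3, Oil 1 or Oil 3 (-1.38, -1.34, -1.06 and -1.10). Vip and Ucn lie below the background median in all 6 PVN samples. The list as a whole was not called (camera adjusted p = 0.419). Syt9, a calcium sensor of vesicle release, differed by 0.88, under a fold change of 2 except without EB 2 (1.10) or Oil 3 (1.03). Sytl4, a synaptotagmin-like protein of secretory granules, was among the 10 separated genes with the largest rise.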

GO GOTERM_CC_FAT showed significant enrichment for cell junction, dense core granule, synapse, neuronal dense core vesicle, and secretory vesicle. 

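Of the 34 measured neuropeptide and feeding receptor genes in the PVN, 19 were higher and 15 lower with EB. Called higher were 4, namely Npy1r, Ramp3, Nmbr and Gpr83, and called lower was 1, Ntsr1, a neurotensin receptor; 29 did not pass. Adjusted over the list alone, 4 were higher and 2 lower. Ramp3, which makes calcitonin-like receptors respond to amylin and adrenomedullin, rose by 1.73 on the log2 scale (SE 0.33), and Nmbr, the neuromedin B receptor, by 1.48 (SE 0.34). Both hold in every leave-one-out fit, with Oil signals below the background median, so the size of these rises is uncertain. Npy4r, the receptor of pancreatic polypeptide, differed by 0.89 (SE 0.18), or 1.09 without EB 3. Gpr83 was higher by 1.52 but uncalled without EB 1 (1.26) or EB 2 (1.19), and Ntsr1 fell by 1.04, under a fold change of 2 without EB 3 (-0.91), Oil 1 (-0.94) or Oil 3 (-0.93). Prlhr, the receptor of prolactin-releasing peptide, differed by 0.82, or by 1.27 and called without Oil 2. Npy4r and Prlhr lie below the background median in all 6 PVN samples, so the size of their differences is uncertain. The list as a whole was not called (camera adjusted p = 0.125).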

Lastly, within GOTERM_MF_FAT, two groups were significantly enriched for neuropeptide receptor activity and neuropeptide Y receptor activity.

GO analysis of downregulated genes (Additional file 5, tab b) showed significant enrichment within the biological process and cellular component categories, but not in the molecular function category. 

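Genes lower with EB in the PVN include signalling proteins of neurons: Syt2, a fast calcium sensor of synaptic vesicles (log2 -1.87, SE 0.39), Pvalb, the calcium-binding protein parvalbumin (-1.72, SE 0.38), and Kcnab3, a potassium channel subunit (-1.70, SE 0.41). Chrna3 and Chrna6, nicotinic acetylcholine receptor subunits, differed by -1.28 and -1.68, Chrna6 with signals below the background median in all 6 samples. Gpr50, a melatonin-receptor relative, fell by 2.05 (SE 0.57). Nr4a2 fell by 2.64 (SE 0.70), the opposite of its direction in the ARC. The tested difference of the Nr4a2 effect between PVN and ARC was -4.78 (limma adjusted p = 0.815 over all genes), and it passes without PVN Oil 2. Each of these calls held in every leave-one-out fit. Yet each of the 7 genes reads highest in Oil 1 and Oil 3, the samples with midbrain markers. Without that pair 1 Oil sample is left, so the loss of the calls says little, but the differences themselves are smaller (-1.18 for Syt2, -0.79 for Pvalb, -0.85 for Kcnab3, -0.68 for Chrna3, -0.35 for Chrna6, -0.54 for Gpr50 and -0.86 for Nr4a2). Of 13 measured nicotinic subunits, 5 were higher and 8 lower. None was called higher and 2 were called lower, or 3 lower adjusted over the list alone (camera adjusted p = 0.243 for the list).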

Within enriched categories many groups are clearly associated with cell signaling.

### NTS—transcriptome-wide survey of DEGs and DAVID bioinformatics.

TAC software identified 13 genes upregulated and 8 downregulated by EB treatment (Additional file 4, tab c). 

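In the NTS, 11 genes were called higher and 7 lower with EB, and 15 of the paper's 21 are among these 18. Simulated data with the spread of the NTS gave 86 calls among unchanged genes. Harbi1, a gene derived from a transposase, was higher by 1.49 on the log2 scale (SE 0.21). Anxa10, a member of the annexin family, fell by 3.17 (SE 0.91). The Oil signals of Harbi1 and the EB signals of Anxa10 lie below the background median. Both calls held in every leave-one-out fit, although Anxa10 in Oil 3, at 5.51, lies near the EB samples (4.59 to 4.94) and far from Oil 1 and Oil 2 (9.10 and 9.08). Oil 1 and Oil 2 are the most alike pair of arrays within any group, so leaving out 1 of them tests the fall of Anxa10 little. Pdyn, which encodes the opioid precursor prodynorphin, was higher by 1.02, but not called without EB 1 (0.84), EB 3 (0.87) or Oil 3 (0.81). Dapl1 was higher by 1.14, or 0.79 and uncalled without EB 2. The Oil signals of Pdyn and Dapl1 lie below the background median, as do 1 EB signal of Pdyn and 2 of Dapl1. Ninj2, an adhesion protein induced by nerve injury, fell by 1.27 at the first of its probe sets, or fell by 0.92 and was uncalled without Oil 3.
Of the called genes, 7 higher and 5 lower did not overlap between treatments, which their selection on these samples favours. Over all genes 11.2% do not overlap, and chance gives 10%. With array medians subtracted the counts are 11 higher and 11 lower. Without 1 sample at a time they are 14 and 13 (EB 1), 22 and 20 (EB 2), 26 and 69 (EB 3), 22 and 11 (Oil 1), 17 and 16 (Oil 2), and 11 and 23 (Oil 3, the sample low in dorsal vagal markers).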

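Asb15 encodes a protein with ankyrin repeats and a SOCS box, the part that joins ubiquitin ligase complexes. In the NTS it read 11.20, 11.02 and 11.51 with EB and 5.03, 4.91 and 5.10 with Oil (log2 difference 6.23, SE 0.16). The Oil signals lie below the background median of their arrays, and against that median Asb15 is at least 13.9-fold higher with EB. It is the 1 NTS gene past adjustment over all genes (limma adjusted p = 4.13e-05), where 1079 have an unadjusted p under 0.05. Asb15 is higher in each NTS EB sample than in any NTS Oil sample, and its call held in every leave-one-out fit. With all 18 arrays in one fit its adjusted p is 0.824, since that fit takes its spread from all regions. Leaving out EB 3 or Oil 3 gives 2 genes past adjustment.
Over the 3 regions the signal of Asb15 takes high or low values with none between. All 9 EB samples read 11.02 to 11.84, and so do 2 Oil samples, ARC Oil 2 (11.60) and PVN Oil 2 (11.76). The 7 other Oil samples read 4.78 to 5.27. In the PVN the log2 difference is 4.36, or 6.60 without Oil 2; it is uncalled without EB 1, EB 2, Oil 1 or Oil 3 (4.25, 4.34, 3.36 and 3.11) and -0.13 without both Oil 1 and Oil 3. The differences between regions did not pass (adjusted p of 0.893 or more). The paper states that EB upregulates Asb15.

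**Figure D3:**
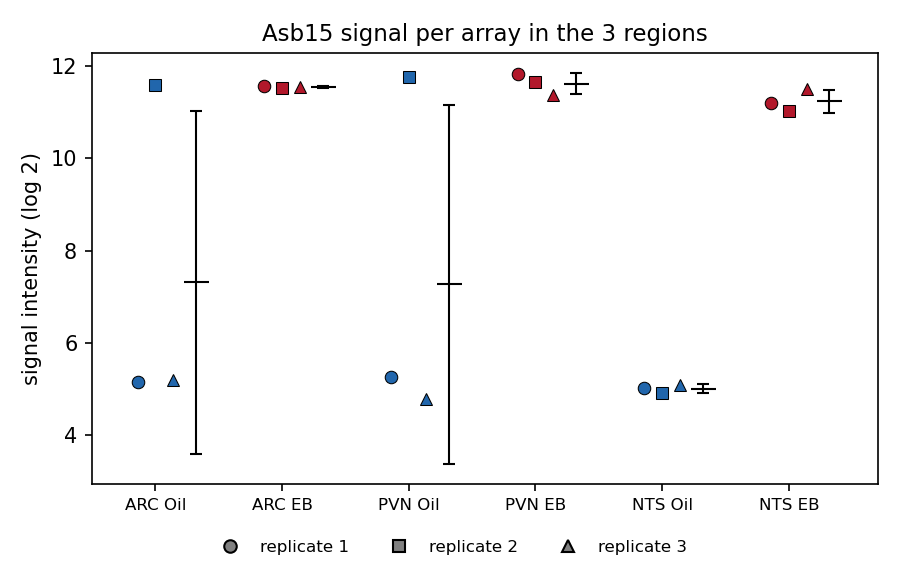
Log2 signal of Asb15 in each of the 18 samples, by region and treatment, with bars for mean ± SD. The NTS samples part by treatment, while ARC Oil 2 and PVN Oil 2 lie at the level of the EB-treated samples.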

Only one gene, ankyrin repeat and SOCS box containing 15 (Asb15), met the significance threshold after FDR correction.

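GO terms are not part of the deposited data, and the NTS was read through fixed gene lists, of which camera called 7 of 36. Blood cell genes were lower: all 4 measured read lower with EB, 0 were called and 1 passed adjusted over the list alone (camera adjusted p = 0.00519; adjusted p = 0.756 with an estimated correlation). That member is Alas2, the first enzyme of heme synthesis in red cells, at log2 -0.58, with EB signals below the background median. Neuropeptide and feeding receptors were higher: 25 of 34 measured read higher and 9 lower, 0 were called and 0 passed adjusted over the list alone (camera adjusted p = 0.00519, or 0.2 without NTS Oil 3; adjusted p = 0.756 with an estimated correlation). Interferon-stimulated genes were higher in 11 of 14, again with 0 called and 0 adjusted over the list alone (camera adjusted p = 0.0172; adjusted p = 0.756 with an estimated correlation; 0.129, 0.197 and 0.0908 without EB 2, EB 3 and Oil 2). Microglia markers were called higher as well (7 of 10 higher; camera adjusted p = 0.0352, or 0.058, 0.122, 0.0908 and 0.0678 without EB 2, EB 3, Oil 2 and Oil 3) and oligodendrocyte markers lower (11 of 11; camera adjusted p = 0.01, or 0.652 and 0.414 without EB 3 and Oil 3). In both lists 0 genes were called and 0 passed adjusted over the list alone, and the adjusted p is 0.756 with an estimated correlation. Hindbrain Hox genes were higher in 8 of 9, with 0 called and 0 adjusted over the list alone (camera adjusted p = 0.0478; adjusted p = 0.756 with an estimated correlation; 0.245, 0.273, 0.0546 and 0.297 without EB 1, EB 3, Oil 1 and Oil 3). Oasl and Irf9, antiviral response genes, differed by 0.57 and 0.60, Oasl with all 6 signals below the background median. With fry, 0 lists were called. S100g, which rose in the PVN, differed by 1.07 in the NTS and did not pass. Without 1 sample it runs from 0.63 (EB 1) to 1.53 (EB 3), and it is called in 2 of these fits.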

DAVID analysis of upregulated and downregulated genes showed no significant enrichment in either of the three GO categories.

## Discussion

This study examined the effects of EB on gene expression in the ARC, PVN, and NTS, three brain regions involved in energy balance [12–14].

In the ARC, EB did not significantly alter Pomc expression, although a threefold decrease was observed with a medium effect size. Expression of key neuropeptides and their receptors in the ARC remained unchanged following EB treatment. This trend suggests possible physiological feedback suppression due to prolonged EB exposure (i.e., samples were collected 48 h after the second EB injection instead of at an earlier timepoint) [35–38]. GO analysis indicated enrichment in genes associated with cation binding, particularly those involved in ion transport, neurotransmission, and other intracellular signaling pathways. For instance, TRPC3 which was up-regulated by EB (Fold change = 2.7; unadjusted *p*-value = 0.02), is involved in calcium signaling [39]. While calcium is a well-established second messenger, its specific role in energy balance within the ARC remains unclear.

In the PVN, Npy1r expression was significantly increased in EB-treated animals, with a large effect size. Npy1r expression promotes feeding when it binds NPY in the LH. In the ARC, NPY inhibits POMC/CART neurons from activating the satiety center [10, 11]. The upregulation of Npy1r seems contradictory to the known anorexigenic effects of EB, and body weight was reduced, as expected based on previous work, in the EB-treated group of our study. This result may reflect time- and/or dose-dependent regulatory mechanisms. Though not statistically significant, expression of Oxt, Crh, and Trh was higher in the EB-treated group, these hormones are associated with decreased food intake and body weight. EB also increased expression of Avp, a gene of growing interest in satiety research [40–42]. GO analysis of PVN genes suggested that EB influences cell communication, for example by increasing expression of hormones and receptors that are involved in energy homeostasis (i.e. Oxt, Avp, Npy1r).

In the NTS, no significant EB-mediated changes were observed in Pomc, melanocortin receptors, Oxtr, Lepr, Ghsr, or cholecystokinin receptors. Analysis of differentially expressed genes revealed that EB upregulates Asb15. This gene is known to regulate skeletal muscle growth and differentiation in rodent models, mostly through modulation of signal transduction pathways [43, 44]. To our knowledge, this is the first report of Asb15 regulation by EB in the NTS or elsewhere. However, beyond the assumption that EB directly or indirectly modulates Asb15 transcription, the significance of this finding remains unclear given the current literature. GO analysis of genes regulated in the NTS did not reveal significant enrichment in any of the functional categories.

## Limitations

Our sample size was limited (*n* = 3 per group). In addition, technical challenges associated with microdissection can lead to increased variability, and our data clearly indicated variability within groups. Furthermore, the use of pharmacological doses of exogenous EB, as employed in this study, presents inherent limitations (e.g., decreased receptor sensitivity). Our study was also restricted to a single time point limiting any temporal findings. Future studies using physiological doses of EB, with tissue sampling at multiple time points, may clarify our understanding of feedback mechanisms involved in these pathways. Finally, surgical menopause causes immediate effects on food intake and body weight [22, 23, 25]. Though our lab is interested in the immediate changes, it should be noted that many other effects of menopause may take several weeks or longer [45], and these long-term changes are not represented in this data set. Given the limitations of this study, results should be interpreted with caution and used to design future experiments with an increased sample size.

## Supplementary Information

Below is the link to the electronic supplementary material.

Additional file 1. Timeline of Events. A timeline illustrating the sequence of experimental procedures is provided, beginning with arrival of rats at the facility, followed by ovariectomy, implementation of hormone treatment, termination and tissue collection.

Additional file 2. Heatmaps_Selected Genes. Heatmaps for genes of interest in the ARC, PVN, and NTS from EB- vs. Oil-treated samples. Heatmaps were generated using TAC to visualize the expression of selected genes of interest in the ARC (a), PVN (b), and NTS (c). Each column represents an individual sample; each row represents a single gene. Expression values are shown as log 2 transformed signal intensities. Red indicates the highest expression and blue indicates the lowest

Additional file 3. Heatmaps_DEGs. Differentially expressed genes (DEGs) in the ARC, PVN, and NTS from EB-vs. Oil-treated samples. Heatmaps were generated using TAC to visualize DEGs in the ARC (a), PVN (b), NTS (c). Genes were selected based on unadjusted *p*-values ≤ 0.05 and absolute fold change > 2. With the exception of Asb15 in the NTS, no genes met significance thresholds after FDR correction, therefore these heatmaps are presented for exploratory purposes only. Each column represents an individual sample, and each row represents a single gene. Expression values are shown as log 2 transformed signal intensities. Red indicates the highest expression, and blue indicates the lowest.

Additional file 4. Transcriptome-wide DEGs. Transcriptome-wide DEGs within the ARC (tab a), PVN, (tab b) and NTS (tab c). This file contains lists of DEGs (EB- vs. Oil-treated) in the ARC, PVN, and NTS generated by TAC. No genes met significance thresholds after Benjamini-Hochberg correction, except Asb15 in the NTS. These data are provided for transparency and to support exploratory analysis using the DAVID Bioinformatics Tool.

Additional file 5. GO Analysis of EB-upregulated and downregulated genes in the PVN. EB-upregulated genes in the PVN were analyzed using the DAVID Bioinformatics Tool (tab a). Significant enrichment was observed across all three GO categories. GO terms and associated genes are listed along with fold enrichment values and Benjamini-Hochberg adjusted *q*-values. EB-downregulated genes (tab b) showed significant enrichment in two categories: biological process and cellular component. GO terms and associated genes are reported with fold enrichment values and Benjamini-Hochberg adjusted *q*-values.

## Data Availability

All microarray data, including CEL files and CHP files, have been deposited in the NCBI Gene Expression Omnibus (GEO) at [https://www.ncbi.nlm.nih.gov/geo/]: Sloan D, Burch K, Lang H. (2025). Estrogen-mediated gene expression in the arcuate (ARC) and paraventricular (PVN) nuclei of the hypothalamus and the nucleus of the solitary tract (NTS) in female rats (Rattus norvegicus). Gene Expression Omnibus GSE293502.

## Abbreviations

ARC: Arcuate nucleus of the hypothalamus
CEL: Cell intensity files
CHP: Processed output chip files
EB: Estradiol benzoate
NTS: Nucleus of the solitary tract
OVX: Ovariectomized
PVN: Paraventricular nucleus of the hypothalamus
TAC: Transcriptome Analysis Console
TFS: Thermo Fisher Scientific, Inc.

## References

[1] Blüher M. Obesity: global epidemiology and pathogenesis. Nat Rev Endocrinol. 2019;15(5):288–98.30814686 10.1038/s41574-019-0176-8

[2] Greendale GA, Sternfeld B, Huang M, Han W, Karvonen-Gutierrez C, Ruppert K, et al. Changes in body composition and weight during the menopause transition. JCI Insight. 2019;4(5):e124865.30843880 10.1172/jci.insight.124865PMC6483504

[3] Marlatt KL, Pitynski-Miller DR, Gavin KM, Moreau KL, Melanson EL, Santoro N, et al. Body composition and cardiometabolic health across the menopause transition. Obes (Silver Spring). 2022;30(1):14–27.10.1002/oby.23289PMC897296034932890

[4] Blaustein JD, Wade GN. Ovarian influences on the meal patterns of female rats. Physiol Behav. 1976;17(2):201–8.1033580 10.1016/0031-9384(76)90064-0

[5] Drewett RF. The meal patterns of the oestrous cycle and their motivational significance. Q J Exp Psychol. 1974;26(Pt3):489–94.4472372 10.1080/14640747408400438

[6] Tarttelin MF, Gorski RA. Variations in food and water intake in the normal and acyclic female rat. Physiol Behav. 1971;7(6):847–52.5167385 10.1016/0031-9384(71)90050-3

[7] Wade GN, Gray JM. Gonadal effects on food intake and adiposity: a metabolic hypothesis. Physiol Behav. 1979;22(3):583–93.379889 10.1016/0031-9384(79)90028-3

[8] Asarian L, Geary N. Sex differences in the physiology of eating. Am J Physiol Regul Integr Comp Physiol. 2013;305(11):R1215–1267.23904103 10.1152/ajpregu.00446.2012PMC3882560

[9] Alcantara IC, Tapia APM, Aponte Y, Krashes MJ. Acts of appetite: neural circuits governing the appetitive, consummatory, and terminating phases of feeding. Nat Metab. 2022;4(7):836–47.35879462 10.1038/s42255-022-00611-yPMC10852214

[10] Morton GJ, Cummings DE, Baskin DG, Barsh GS, Schwartz MW. Central nervous system control of food intake and body weight. Nature. 2006;443(7109):289–95.16988703 10.1038/nature05026

[11] Schwartz MW, Woods SC, Porte D, Seeley RJ, Baskin DG. Central nervous system control of food intake. Nat 2000. 2000;404(6778):6778.10.1038/3500753410766253

[12] Laflamme N, Nappi RE, Drolet G, Labrie C, Rivest S. Expression and neuropeptidergic characterization of Estrogen receptors (ERalpha and ERbeta) throughout the rat brain: anatomical evidence of distinct roles of each subtype. J Neurobiol. 1998;36(3):357–78.9733072 10.1002/(sici)1097-4695(19980905)36:3<357::aid-neu5>3.0.co;2-v

[13] Osterlund M, Kuiper GG, Gustafsson JA, Hurd YL. Differential distribution and regulation of Estrogen receptor-alpha and -beta mRNA within the female rat brain. Brain Res Mol Brain Res. 1998;54(1):175–80.9526077 10.1016/s0169-328x(97)00351-3

[14] Shughrue PJ, Dellovade TL, Merchenthaler I. Estrogen modulates Oxytocin gene expression in regions of the rat supraoptic and paraventricular nuclei that contain Estrogen receptor-beta. Prog Brain Res. 2002;139:15–29.12436923 10.1016/s0079-6123(02)39004-6

[15] Geary N, Asarian L, Korach KS, Pfaff DW, Ogawa S. Deficits in E2-dependent control of feeding, weight gain, and cholecystokinin satiation in ER-alpha null mice. Endocrinology. 2001;142(11):4751–7.11606440 10.1210/endo.142.11.8504

[16] Heine PA, Taylor JA, Iwamoto GA, Lubahn DB, Cooke PS. Increased adipose tissue in male and female Estrogen receptor-alpha knockout mice. Proc Natl Acad Sci U S A. 2000;97(23):12729–34.11070086 10.1073/pnas.97.23.12729PMC18832

[17] Roesch DM. Effects of selective Estrogen receptor agonists on food intake and body weight gain in rats. Physiol Behav. 2006;87(1):39–44.16181647 10.1016/j.physbeh.2005.08.035

[18] Santollo J, Katzenellenbogen BS, Katzenellenbogen JA, Eckel LA. Activation of ERα is necessary for estradiol’s anorexigenic effect in female rats. Horm Behav. 2010;58(5):872–7.20807534 10.1016/j.yhbeh.2010.08.012PMC2982904

[19] Santollo J, Eckel LA. Effect of a putative ERalpha antagonist, MPP, on food intake in cycling and ovariectomized rats. Physiol Behav. 2009;97(2):193–8.19254732 10.1016/j.physbeh.2009.02.021PMC2699763

[20] Thammacharoen S, Geary N, Lutz TA, Ogawa S, Asarian L. Divergent effects of estradiol and the Estrogen receptor-alpha agonist PPT on eating and activation of PVN CRH neurons in ovariectomized rats and mice. Brain Res. 2009;1268:88–96.19281799 10.1016/j.brainres.2009.02.067

[21] Askew ML, Muckelrath HD, Johnston JR, Curtis KS. Neuroanatomical association of hypothalamic HSD2-containing neurons with ERα, catecholamines, or oxytocin: implications for feeding? Front Syst Neurosci. 2015;9:91.26124709 10.3389/fnsys.2015.00091PMC4466453

[22] Curtis KS. Estradiol, and osmolality: behavioral responses and central pathwayS. Physiol Behav. 2015;152(0 0):422–30.10.1016/j.physbeh.2015.06.017PMC466111326074202

[23] Graves NS, Hayes H, Fan L, Curtis KS. Time course of behavioral, physiological, and morphological changes after estradiol treatment of ovariectomized rats. Physiol Behav. 2011;103(3–4):261–7.21324332 10.1016/j.physbeh.2011.02.017PMC3476457

[24] Woolley CS, McEwen BS. Estradiol regulates hippocampal dendritic spine density via an N-methyl-D-aspartate receptor-dependent mechanism. J Neurosci. 1994;14(12):7680–7.7996203 10.1523/JNEUROSCI.14-12-07680.1994PMC6576901

[25] Sloan DK, Spencer DS, Curtis KS. Estrogen effects on oxytocinergic pathways that regulate food intake. Horm Behav. 2018;105:128–37.30118729 10.1016/j.yhbeh.2018.08.007

[26] Miura S, Tsong YY, Koide SS. Hormonal effects of estrogen-protein conjugates on rat uterus. Biol Reprod. 1971;5(3):340–2.4360204 10.1093/biolreprod/5.3.340

[27] Paxinos G, Watson C. The rat brain in stereotaxic coordinates. Academic; 1998. p. 237.

[28] Burch KE, McCracken K, Buck DJ, Davis RL, Sloan DK, Curtis KS. Relationship between Circulating metabolic hormones and their central receptors during Ovariectomy-Induced weight gain in Rats. Front Physiol. 2022;12.10.3389/fphys.2021.800266PMC876684335069259

[29] Curtis KS, McCracken K, Espinosa E, Ong J, Buck DJ, Davis RL. Temporal and Site-Specific changes in central neuroimmune factors during rapid weight gain after ovariectomy in rats. Neurochem Res. 2018;43(9):1802–13.30030770 10.1007/s11064-018-2596-6

[30] Lee MLT, Kuo FC, Whitmore GA, Sklar J. Importance of replication in microarray gene expression studies: statistical methods and evidence from repetitive cDNA hybridizations. Proc Natl Acad Sci U S A. 2000;97(18):9834–9.10963655 10.1073/pnas.97.18.9834PMC27599

[31] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, et al. Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics. 2003;4(2):249–64.12925520 10.1093/biostatistics/4.2.249

[32] Efron B, Tibshirani R, Storey JD, Tusher V. Empirical Bayes analysis of a microarray experiment. J Am Stat Assoc. 2001;96(456):1151–60.

[33] Huang DW, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4(1):44–57.19131956 10.1038/nprot.2008.211

[34] Sherman BT, Hao M, Qiu J, Jiao X, Baseler MW, Lane HC, et al. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res. 2022;50(W1):W216–21.35325185 10.1093/nar/gkac194PMC9252805

[35] Rosie R, Thomson E, Blum M, Roberts JL, Fink G. Oestrogen positive feedback reduces arcuate Proopiomelanocortin messenger ribonucleic acid. J Neuroendocrinol. 1992;4(5):625–30.21554648 10.1111/j.1365-2826.1992.tb00212.x

[36] Petersen SL, Keller ML, Carder SA, McCrone S. Differential effects of Estrogen and progesterone on levels of POMC mRNA levels in the arcuate nucleus: relationship to the timing of LH surge release. J Neuroendocrinol. 1993;5(6):643–8.8680436 10.1111/j.1365-2826.1993.tb00534.x

[37] Wilcox JN, Roberts JL. Estrogen decreases rat hypothalamic Proopiomelanocortin messenger ribonucleic acid levels. Endocrinology. 1985;117(6):2392–6.2933246 10.1210/endo-117-6-2392

[38] Pelletier G, Li S, Luu-The V, Labrie F. Oestrogenic regulation of pro-opiomelanocortin, neuropeptide Y and corticotrophin-releasing hormone mRNAs in mouse hypothalamus. J Neuroendocrinol. 2007;19(6):426–31.17388940 10.1111/j.1365-2826.2007.01548.x

[39] Trebak M, Vazquez G, Bird GSJ, Putney JW. The TRPC3/6/7 subfamily of cation channels. Cell Calcium. 2003;33(5–6):451–61.12765690 10.1016/s0143-4160(03)00056-3

[40] Pei H, Sutton AK, Burnett KH, Fuller PM, Olson DP. AVP neurons in the paraventricular nucleus of the hypothalamus regulate feeding. Mol Metab. 2014;3(2):209–15.24634830 10.1016/j.molmet.2013.12.006PMC3953699

[41] Brot MD, De Vries GJ, Dorsa DM. Local implants of testosterone metabolites regulate vasopressin mRNA in sexually dimorphic nuclei of the rat brain. Peptides. 1993;14(5):933–40.8284269 10.1016/0196-9781(93)90069-s

[42] Sanada K, Yoshimura M, Ikeda N, Baba K, Nishimura H, Nishimura K, et al. Chemogenetic activation of endogenous arginine vasopressin exerts anorexigenic effects via central nesfatin-1/NucB2 pathway. J Physiol Sci. 2021;71(1):18.34134629 10.1186/s12576-021-00802-4PMC10717637

[43] McDaneld TG, Hancock DL, Moody DE. Altered mRNA abundance of ASB15 and four other genes in skeletal muscle following administration of beta-adrenergic receptor agonists. Physiol Genomics. 2004;16(2):275–83.14645738 10.1152/physiolgenomics.00127.2003

[44] McDaneld TG, Spurlock DM. Ankyrin repeat and suppressor of cytokine signaling (SOCS) box-containing protein (ASB) 15 alters differentiation of mouse C2C12 myoblasts and phosphorylation of mitogen-activated protein kinase and Akt. J Anim Sci. 2008;86(11):2897–902.18641171 10.2527/jas.2008-1076

[45] Moiety FM, Salem HA, Mehanna RA, Abdel-Ghany BS. Comparative study on induction and effects of surgical menopause in a female rat model: a prospective case control study. Int J Clin Exp Med. 2015;8(6):9403–11.26309602 PMC4538166

# Supplementary material for: An exploratory microarray analysis of estrogen-mediated gene expression in central pathways that control energy balance in female rats (Rattus norvegicus)
**Source:** BMC Res Notes. 2026 Jan 30;19:88. doi: 10.1186/s13104-026-07672-2

Additional File 2_Heatmaps_Selected Genes

Title: Heatmaps for genes of interest in the ARC, PVN, and NTS from EB- vs. Oil-treated samples

Description of Data:

Heatmaps were generated using TAC to visualize the expression of selected genes of interest in the:

- ARC (a)
- PVN (b)
- NTS (c)

Each column represents an individual sample; each row represents a single gene. Expression values are shown as log 2 transformed signal intensities. Red indicates the highest expression and blue indicates the lowest.

2a ARC - Selected genes of interest in EB- vs. Oil-treated samples

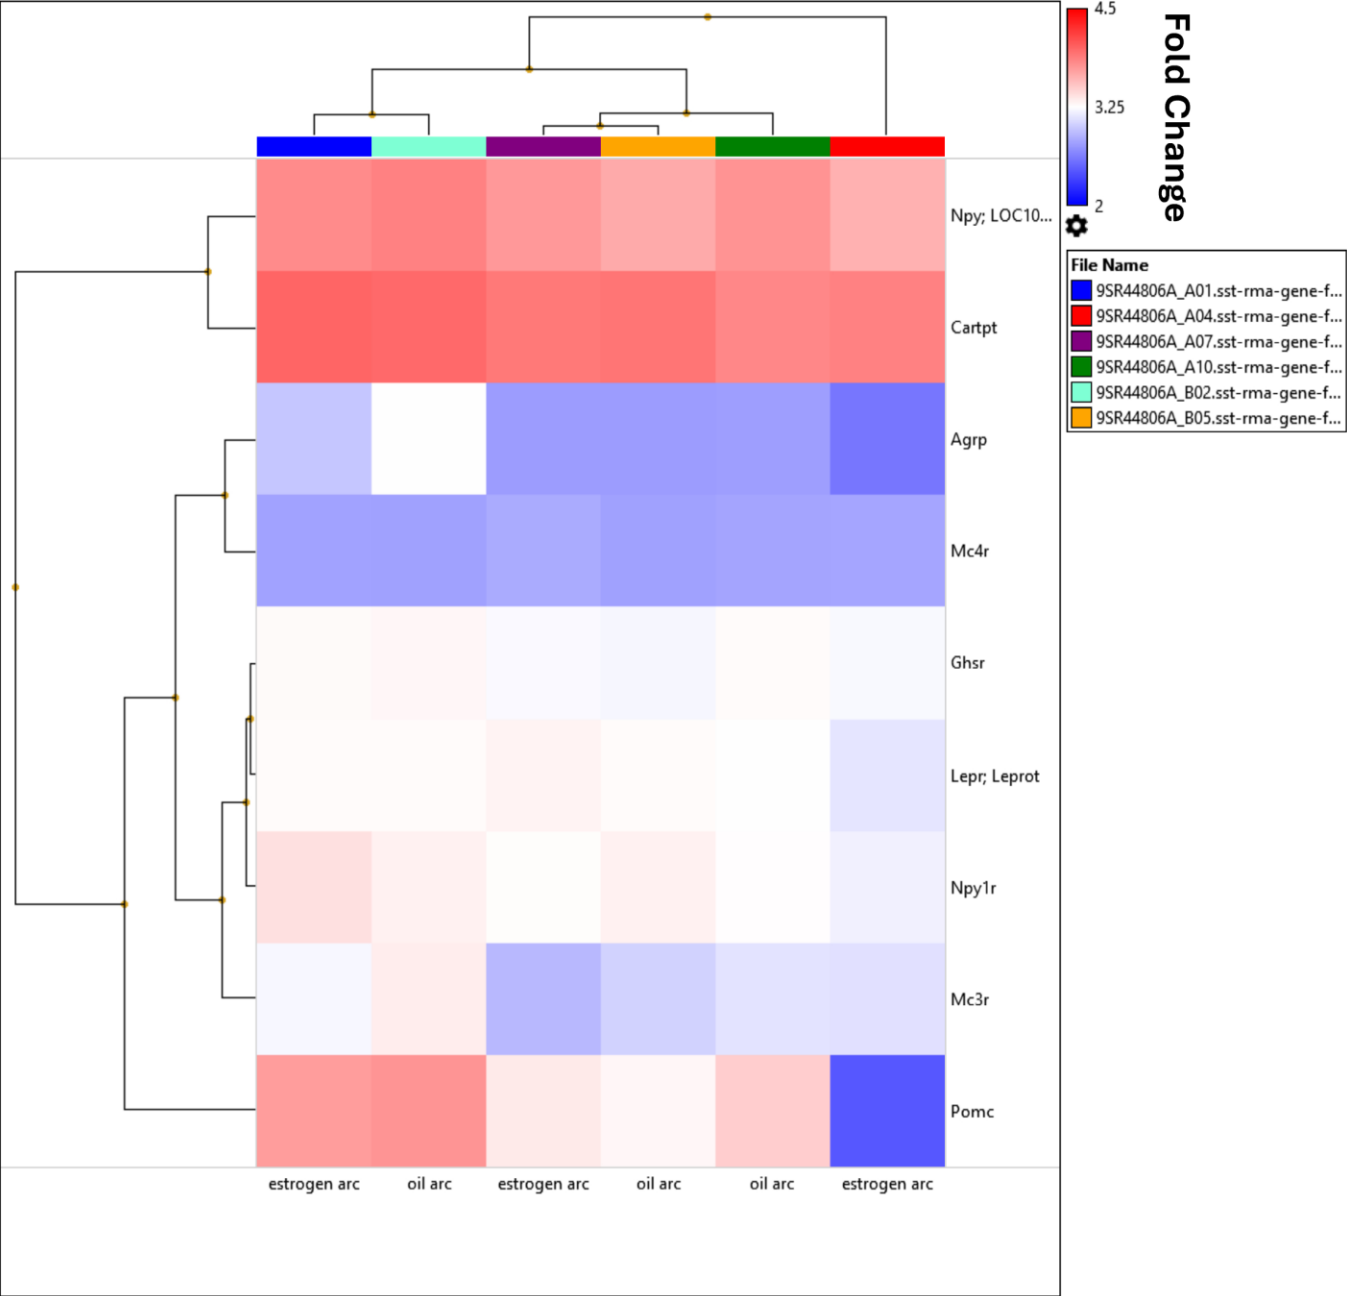

2b PVN - Selected genes of interest in EB- vs. Oil-treated samples

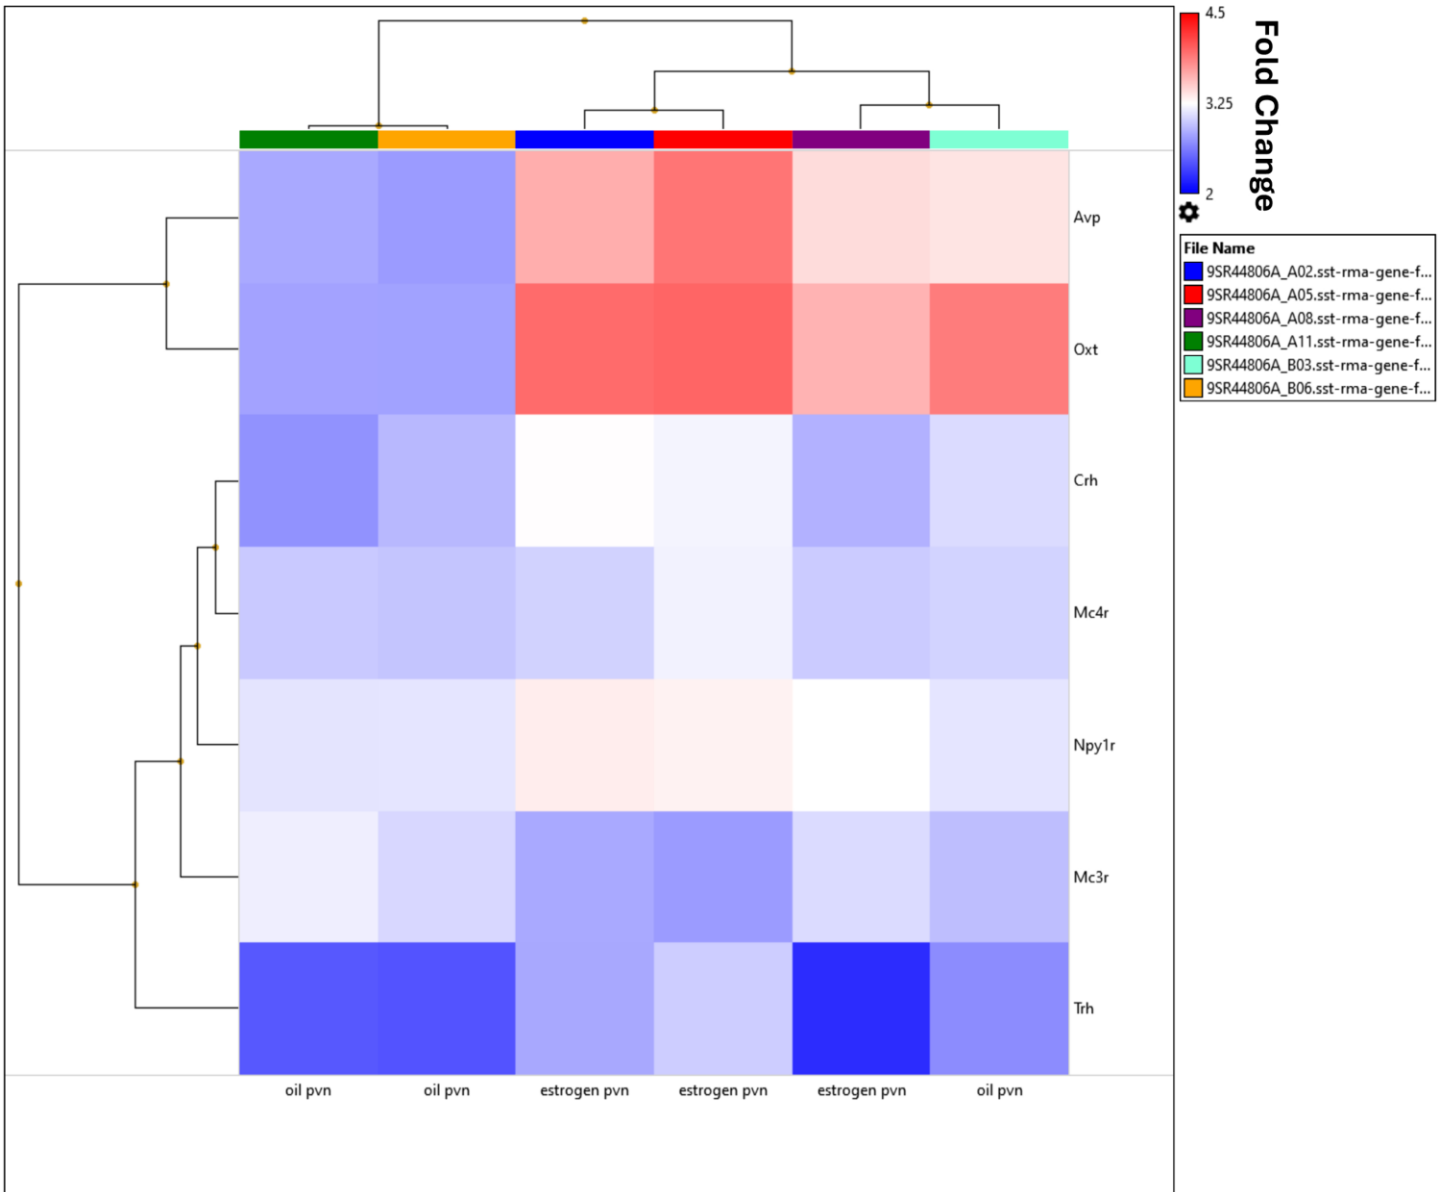

2c NTS - Selected genes of interest in EB- vs. Oil-treated samples

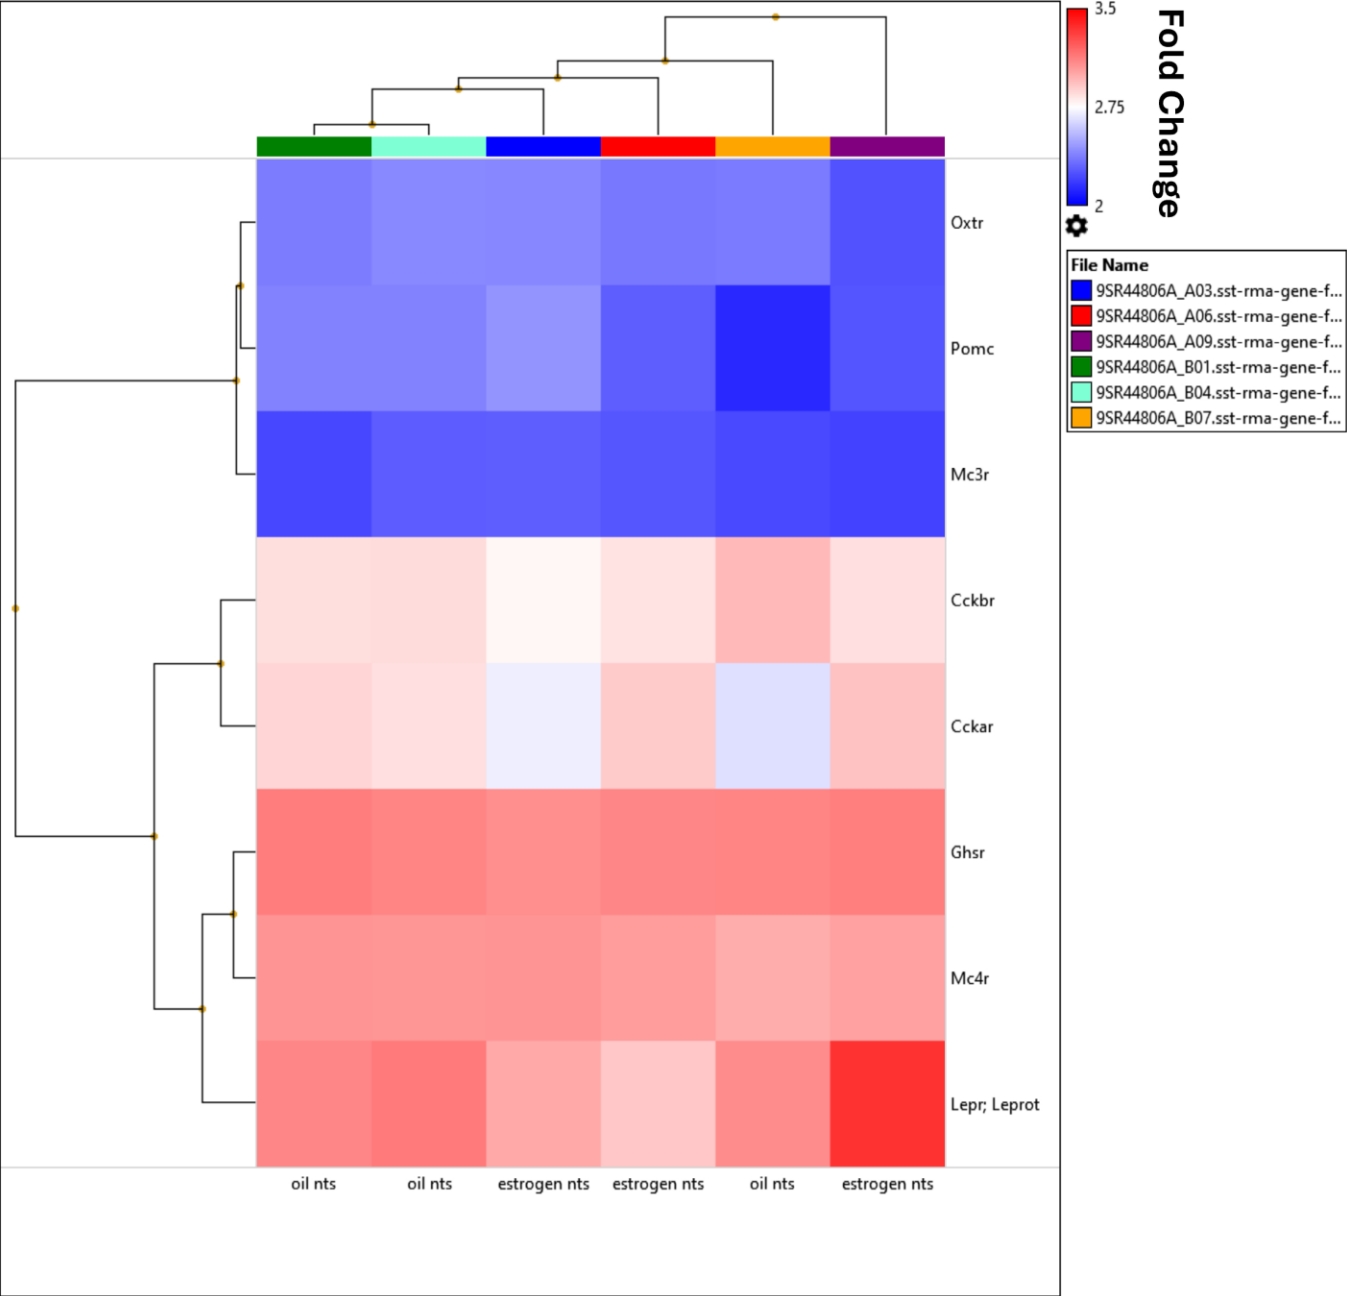

**Supplement:** Supplementary file 2 — Additional file 2. Heatmaps_Selected Genes. Heatmaps for genes of interest in the ARC, PVN, and NTS from EB- vs. Oil-treated samples. Heatmaps were generated using TAC to visualize the expression of selected genes of interest in the ARC (a), PVN (b), and NTS (c). Each column represents an individual sample; each row represents a single gene. Expression values are shown as log 2 transformed signal intensities. Red indicates the highest expression and blue indicates the lowest

# Supplementary material for: An exploratory microarray analysis of estrogen-mediated gene expression in central pathways that control energy balance in female rats (Rattus norvegicus)
**Source:** BMC Res Notes. 2026 Jan 30;19:88. doi: 10.1186/s13104-026-07672-2

Additional File 3_Heatmaps_DEGs

Title: Differentially Expressed Genes (DEGs) in the ARC, PVN, and NTS from EB- vs. Oil-treated samples

Description of Data:

Heatmaps were generated using TAC to visualize DEGs in the :

- ARC (a)
- PVN (b)
- NTS (c)

Genes were selected based on unadjusted p -values ≤ 0.05 and absolute fold change > 2 . With the exception of *Asb15* in the NTS, no genes met significance thresholds after FDR correction, therefore these heatmaps are presented for exploratory purposes only.

Each column represents an individual sample, and each row represents a single gene. Expression values are shown as log 2 transformed signal intensities. Red indicates the highest expression, and blue indicates the lowest.

3a ARC – DEGs in EB- vs. Oil-treated samples

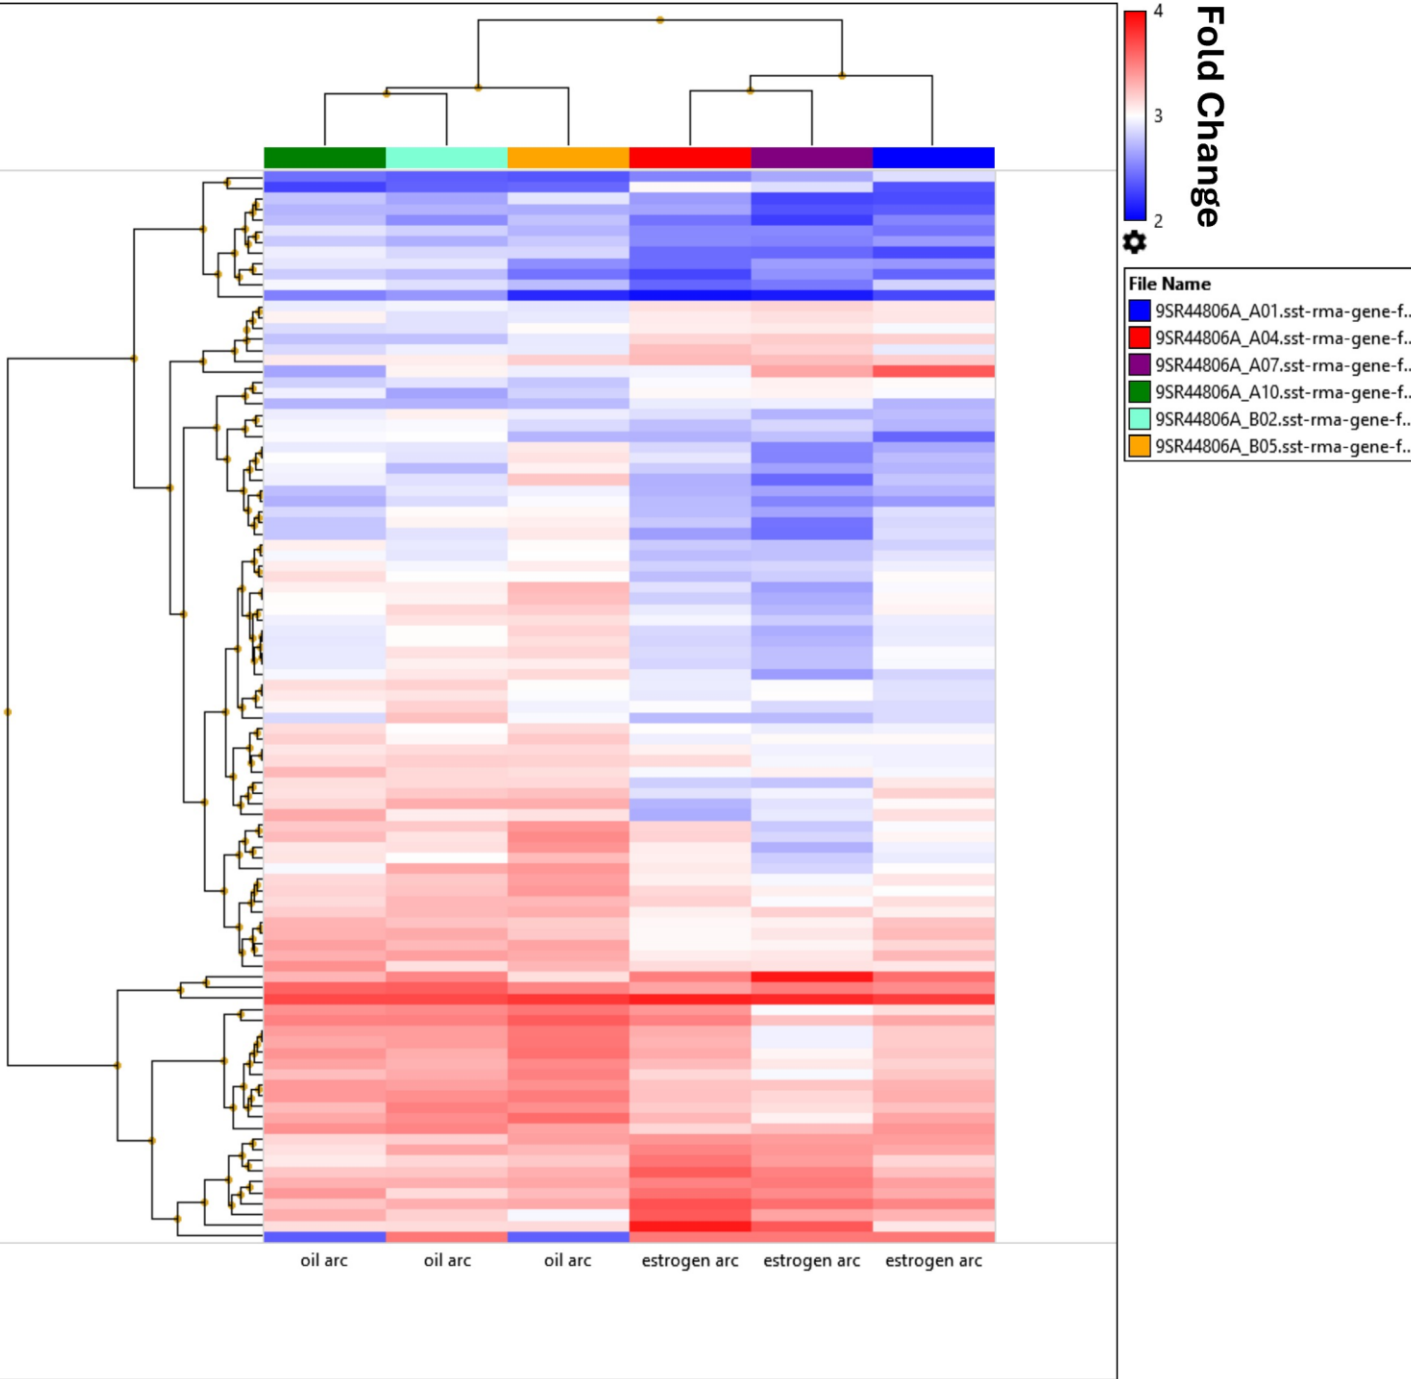

3b PVN – DEGs in EB- vs. Oil-treated samples

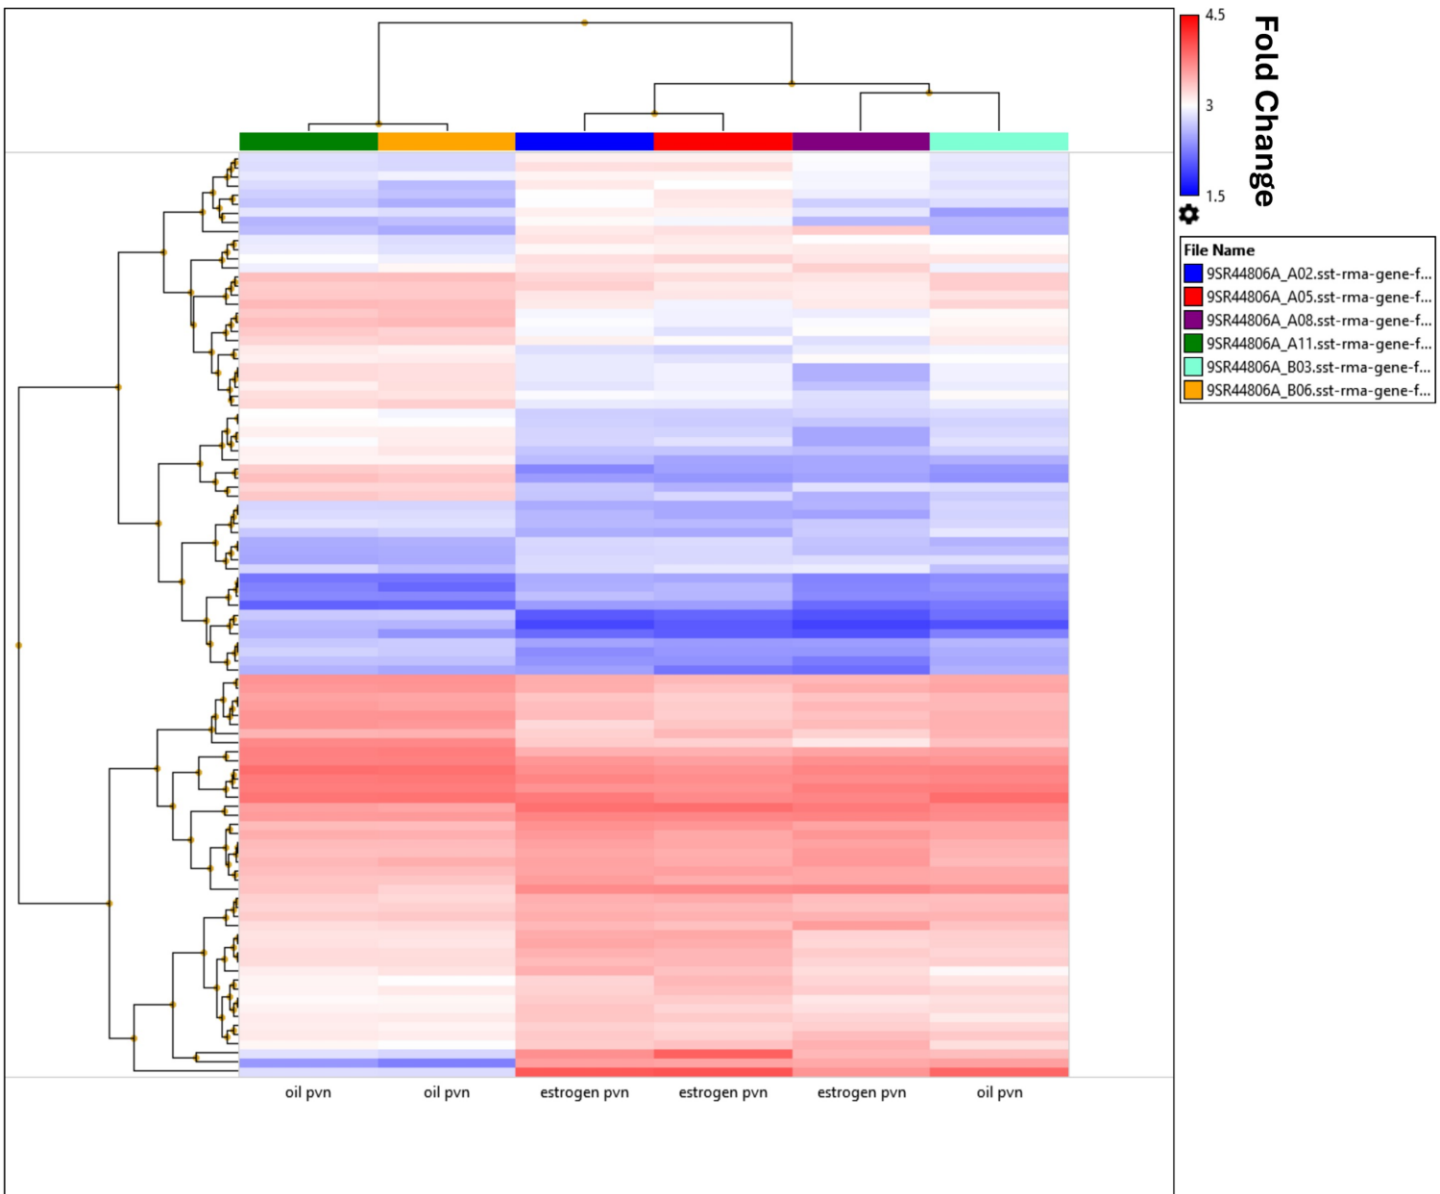

3c NTS - DEGs in EB- vs. Oil-treated samples

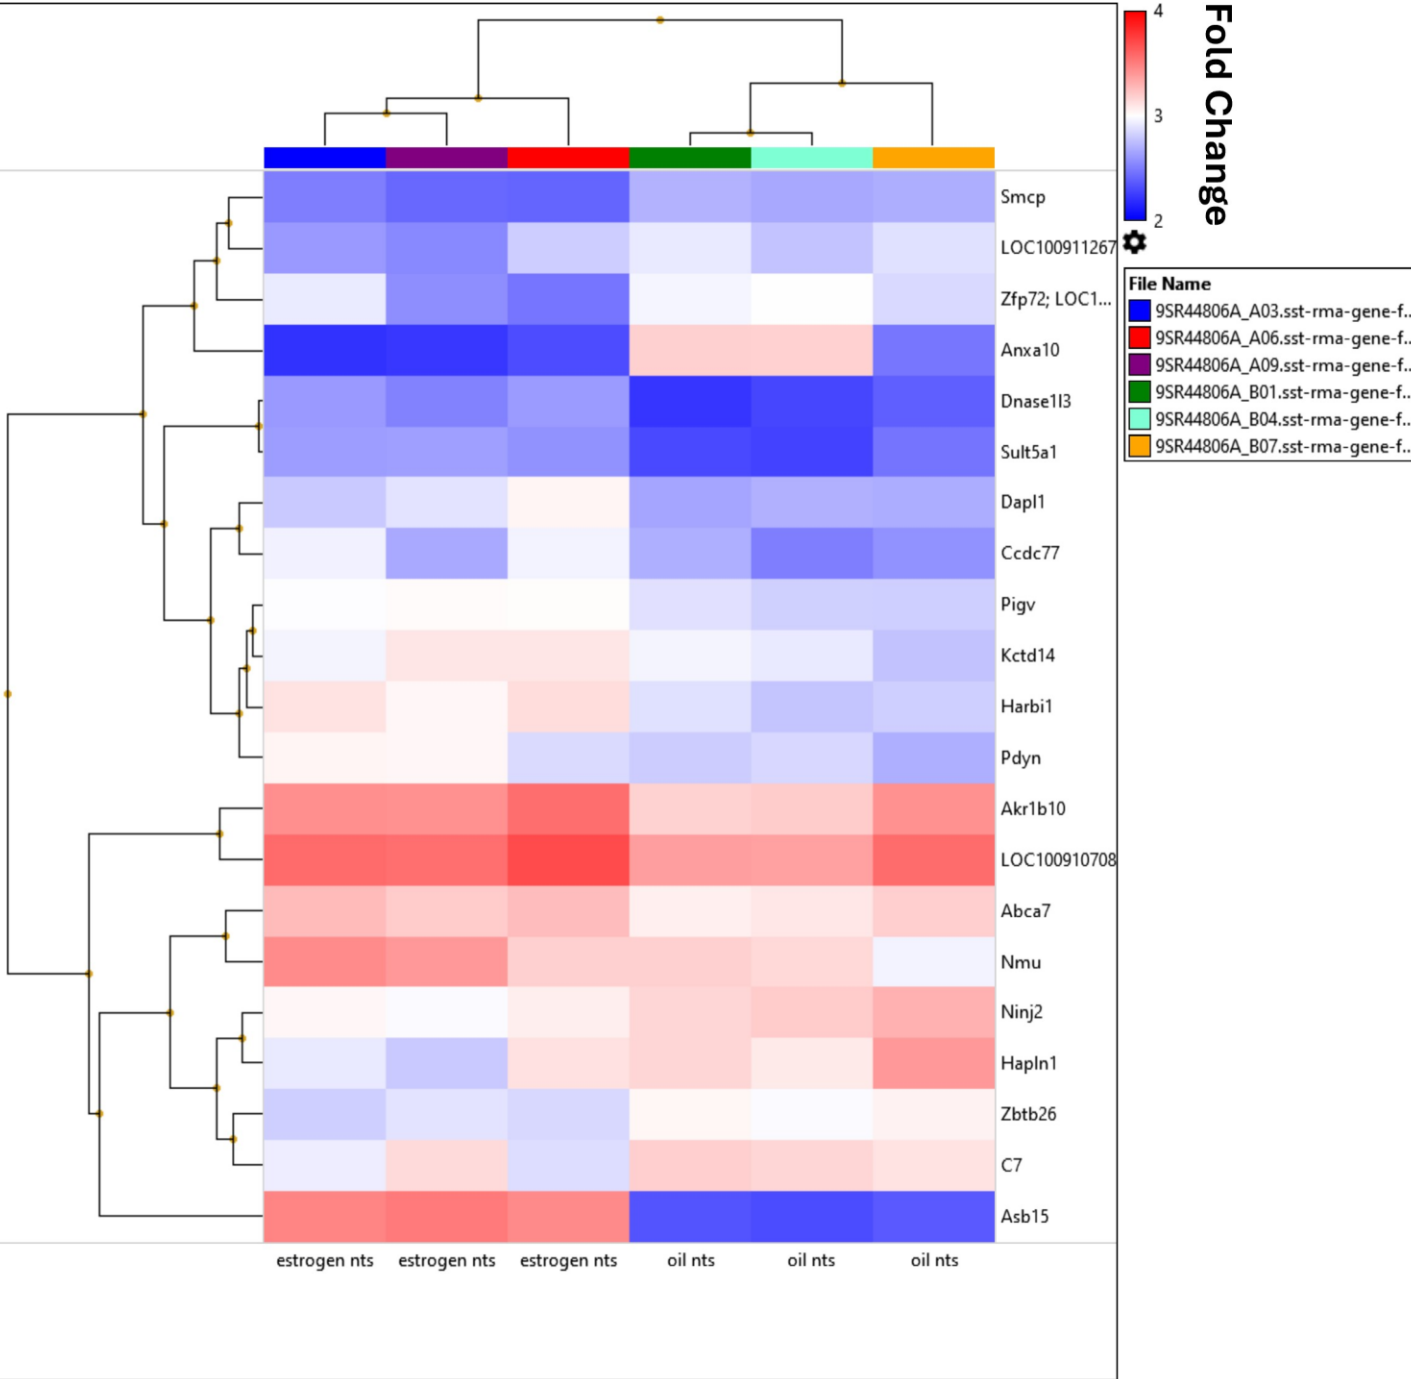

**Supplement:** Supplementary file 3 — Additional file 3. Heatmaps_DEGs. Differentially expressed genes (DEGs) in the ARC, PVN, and NTS from EB-vs. Oil-treated samples. Heatmaps were generated using TAC to visualize DEGs in the ARC (a), PVN (b), NTS (c). Genes were selected based on unadjusted p-values ≤ 0.05 and absolute fold change > 2. With the exception of Asb15 in the NTS, no genes met significance thresholds after FDR correction, therefore these heatmaps are presented for exploratory purposes only. Each column represents an individual sample, and each row represents a single gene. Expression values are shown as log 2 transformed signal intensities. Red indicates the highest expression, and blue indicates the lowest.

How the deposited data were processed for this re-analysis (not part of the article)

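Gene expression was measured with Rat Clariom S Pico arrays on RNA from tissue punches of the ARC, PVN and NTS of 90-day-old OVX female Sprague-Dawley rats. The rats had received 2 injections of 10 µg EB in 0.1 mL of oil, or of oil alone, and tissue was taken 48 h after the last. Each of the 6 groups has 3 samples, 18 arrays in all, each named here by region, treatment and the replicate number of its label. The numbers do not state which samples come from one rat.

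The deposited values are log2 signal intensities that the authors obtained through the array service, which background-adjusted, normalized and log2 transformed the scanner files after Irizarry and summarized them per gene (SST-RMA, as named in the pictures of Additional file 2) before the authors deposited them. The authors compared EB with Oil in the Transcriptome Analysis Console. None of these earlier steps was repeated. Of the probe sets, the 23188 for genes were analysed and the 1646 controls were not. Gene symbols come from the platform's annotation and, for 56 probe sets, from Additional file 4, while 11 probe sets with several symbols there were tested without a name. Values over all arrays run from 3.07 to 17.91, and the median of the background probe sets lies between 6.74 and 7.60, so low signals are hard to tell from background. Where all samples of a group lie below the background median of their array, that median takes their place in a fold change given as at least.

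Computed here, in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, was a linear model with moderated variances per region, EB minus Oil, on the deposited values without further normalization or filter. The prior degrees of freedom were 3.41 in the ARC, 3.59 in the PVN and 2.94 in the NTS. A gene was called at an unadjusted p of 0.05 or less and a fold change of 2 or more. Adjustment was by Benjamini-Hochberg over the 23188 genes, over a list alone for genes of interest and list members, and over the 36 tested lists of a region for camera. Fold changes are between arithmetic means, SE is limma's moderated standard error, and Cohen's d divides the difference of means by the root mean square of both SDs. Exact permutation tests are two-sided over all splits of 3 samples against 3. Differences of the EB effect between regions, and its average, come from 1 fit of all 18 arrays, taken as independent although the regions share rats. Clustering used Euclidean distance and average linkage, since the paper's text names neither. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

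The comparisons, thresholds, alternatives, 38 gene lists and the rule for naming genes were fixed before the data were examined, apart from those named as later additions in the closing section. The lists of the studied regions, their neighbours and the ependyma were written after the paper's tables and heatmaps had been read, and the cation binding list is the paper's own. Genes named are those the paper names for a region, those past adjustment over all genes, up to 10 per direction with 1 symbol and no overlap between treatments among those called, and the 4 members of each list with the smallest p in a region. Mean values in the paper's tables were known when the rule was written. Chosen after their values were seen were Dbh and Gcg in the NTS, Prlhr, Gpr83, Foxa2, Syt9 and Asb15 in the PVN, Clu and Trp73 in the ARC, and the genes that vary with single arrays.

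The steps were tested on simulated data for 23188 genes with the spread of each region, of which 67 were changed by log2 1, 67 by log2 2 and 66 by log2 3. Genes changed by log2 1 were called in 46.3% of cases in the ARC, 52.2% in the PVN and 55.2% in the NTS, and those changed by log2 2 in 98.5%, 100% and 97%. Unchanged genes were called in 102, 70 and 86 cases, where the real data gave 111, 77 and 18 called genes in all. The number of called genes is therefore not taken as evidence of an EB effect. Each simulated gene took its observed spread as its true spread, and genes were drawn independently. The simulated counts are thus a rough guide only, and in the NTS they exceed the real count. The list whose 9 members were all shifted by log2 1 was that of housekeeping genes, with a mean of 14.49 to 14.66 in every real array. Camera called this list in each region. With an estimated correlation its adjusted p was 0.0113 in the ARC, 0.0623 in the PVN and 0.058 in the NTS. For this list, this version of the test thus found a shift of that size in the ARC and missed it in the PVN and NTS. Lists such as the cilia genes, with means of 6.89 to 9.42 in the ARC arrays, vary far more. Neither result carries over to such lists. The simulated genes were drawn independently of each other. They therefore cannot tell which version of camera suits lists whose genes vary together. Genes changed by log2 1 passed adjustment in 98.5% of cases for the average effect and in 47.8% for the difference between PVN and ARC.

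Alternatives changed 1 choice at a time: quantile normalization, array medians subtracted, all 18 arrays in 1 fit, the dimmest 25% of probe sets left out, probe sets with 1 symbol only, variances moderated with a trend and robustly or not at all, array weights, the replicate number as a block, marker scores as covariates, camera with an estimated correlation, fry, other distances and linkage, and leaving out each array in turn. Lepr and Cckar were left out, as no probe set carries their names. The DAVID analysis was not repeated, since GO terms were not at hand, and uterine and body weights are not analysed here.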

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

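Of the tests in this part, the comparison of arrays that share a number was chosen after single probe sets had been looked at, and the fits without pairs of doubted arrays were chosen after the result was seen.

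Pigv, an enzyme that builds the anchors holding many proteins to the cell surface, is not discussed in the paper and was higher with EB on average over the 3 regions, by 0.791 on the log2 scale (SE 0.101, adjusted p = 0.0203, limma on 18 arrays). The paper gives 3 rats per treatment, so the regions share rats, while this fit and the splits below take the 18 arrays as independent. With treatment and replicate number as a random block, which removes this only if the numbers mark rats, the adjusted p is 0.0439. The difference was 0.64 in the ARC, 0.85 in the PVN and 0.89 in the NTS, and within each region every EB sample exceeded every Oil sample. All 9 Oil signals lie below the background median of their arrays, so the size of the difference is uncertain. It was the 1 gene past adjustment, of 1781 at an unadjusted p under 0.05. The call is lost without ARC EB 1 (adjusted p = 0.0724), ARC EB 3 (0.0547), ARC Oil 3 (0.0503), NTS EB 2 (0.0799), NTS EB 3 (0.0731), NTS Oil 2 (0.0877), PVN Oil 1 (0.0669) or PVN Oil 3 (0.0841). Of 100 splits of the samples within regions, the real one included, 15 gave as many genes as the real split (1 gene, and up to 290 in another split), so chance is not excluded. No gene passed for the difference of the EB effect between regions by limma, with 1164 at an unadjusted p under 0.05 for PVN against ARC, 1415 for NTS against ARC and 900 for PVN against NTS. A real count of 0 is reached by all 100 splits whatever they hold (up to 240), so they say nothing about chance here. The counts for differences are summed over the 3 comparisons of regions. Leaving out 1 array gives 2 genes for these differences without ARC EB 1, 1 gene counted in 2 comparisons without NTS Oil 3 (Anxa10) or PVN EB 3 (Ramp3), and 3 genes without PVN Oil 2 (Foxa2, Nr4a2 and Nxph3), and for the average 2 without ARC Oil 2, NTS EB 1, NTS Oil 3, PVN EB 1 or PVN EB 3 and 3 without ARC EB 2 or PVN Oil 2.

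High Oxt and Avp in the EB-treated PVN go with tissue markers. The values predicted for Oil punches that held tissue of another region are there: the midbrain dopamine and mammillary markers have a median of -0.924 (log2 EB minus Oil), and they are highest in Oil 1 and Oil 3, the Oil samples with the lowest Oxt. This list was written after the paper's tables and heatmaps of the same samples had been read, so the prediction was not independent of the data. Whether the Oil punches also held less PVN tissue cannot be told apart from an effect of EB. The PVN markers other than Oxt, Avp, Crh, Trh and Mc4r have a median of 0.367, between the bounds set for either outcome. Rxfp3 is at 0.95, Otp at 0.75, Sim1 at 0.48, Pou3f2 at 0.25, Brs3 at -0.11 and Arnt2 at -0.15. Their mean signal is 8.79, 9.31 and 8.18 in EB 1, EB 2 and EB 3. In Oil 1, Oil 2 and Oil 3 it is 8.32, 8.53 and 8.34. The lowest is thus EB 3, although its Oxt is high (12.36). EB 3 also reads highest in the PVN for Pomc, a peptide gene of the ARC (9.47, against 4.75 to 6.73). Punches may therefore differ in tissue among the EB samples as well. An effect of EB on Oxt and Avp stays open and untested, as the low samples are all Oil samples, and in Oil 2 Avp (10.46) is below each EB sample while Oxt (14.87) is not. Differences in tissue may account for part of the fold changes. With the midbrain score as a covariate Oxt differs by 0.61 and Avp by 2.82. That score is high only in Oil 1 and Oil 3, so this fit leaves little but Oil 2 to set against EB. It would shrink the difference of any gene low in Oil 1 and Oil 3, and cannot tell the cause.

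Lower cilia genes in the EB-treated ARC go with lower ependymal genes outside the cilium. If EB punches held less ependyma, these should fall too, and their median is -0.647 (log2 EB minus Oil), with Anxa1 at -1.49, Vim at -0.87, Clu at 0.04 and Trp73 at -0.18. The ependymal lists, too, were written after the paper's tables and heatmaps had been read, so the prediction was not independent of the data. A smaller share of ependyma is therefore a candidate explanation, although Vim and Clu are abundant in other glia as well. With quantile normalization or array medians subtracted the direction of the cilia list does not change. These settings rescale whole arrays, so they cannot tell a difference in tissue from an effect of EB. An effect of EB on ependymal cells stays open, untested at 3 samples against 3, since the mean of the cilia genes differs between the treatments in every sample.

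Asb15 is high in all 9 EB samples and in ARC Oil 2 and PVN Oil 2, and low in the 7 other Oil samples. Against a mislabelled PVN Oil 2 stands S100g, at 5.874 within the Oil range (5.674 to 6.088) and below the EB samples (8.759 to 9.916). For ARC Oil 2 the value of 8.245 lies above the other Oil samples (6.271 and 7.669) and within the EB range (7.757 to 12.56). It exceeds the nearer Oil sample by less than the spread of those 2, so by S100g a wrong label there cannot be told apart from an Oil sample. Pgr argues against one, at 8.567 between the other Oil samples (7.819 and 8.727) and below the EB samples (8.954 to 9.652), but it is 1 gene looked up after the test. A difference between individual rats cannot be told apart from EB either. In EB arrays of one number 45 probe sets share a deviation over regions, the most of the 36 possible numberings (at most 40 otherwise), so the EB numbers may mark rats. Retsat, picked after its values were seen, reads 12.81, 12.05 and 12.32 in ARC, PVN and NTS EB 1 and 14.75, 14.71 and 14.79 in EB 3. In Oil arrays the count is 28, and another numbering reaches 39, so which Oil arrays share a rat stays unclear. An effect of EB stays open, and a sequence variant under the probes was not tested.

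Other splits of the 6 samples of a region into 3 and 3 number 10 with the real one, too few for a share under 0.05. Real and highest other counts of called genes are 111 and 339 in the ARC (4 splits with a count as large), 77 and 381 in the PVN (3 splits) and 18 and 425 in the NTS (8 splits). For genes past adjustment they are 0 and 28 (10 splits), 0 and 34 (10 splits), where any split reaches a count of 0, and 1 and 7 (2 splits), and for lists called 9 and 15 (3 splits), 10 and 11 (2 splits) and 7 and 11 (3 splits). The 9 lists called in the ARC include the cation binding list, which the paper chose on the real split. Splits that call several times the real count point to a structure of the samples other than treatment. In the PVN this split sets EB 1, EB 2 and Oil 2 against EB 3, Oil 1 and Oil 3, in the NTS EB 1, EB 2 and Oil 3 against the rest, and in the ARC EB 1, Oil 2 and Oil 3 against the rest.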

How the results depend on the processing

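Of the alternatives below, the biweight averages, the fits without doubted arrays (ARC EB 2 and Oil 1, PVN Oil 1 and Oil 3, NTS Oil 3), the alternatives of the fit of 18 arrays other than the random block, and camera under each alternative of the counts were chosen after seeing the data. Without its doubted arrays the PVN has 1 Oil sample, assumed to vary like the EB samples. Over 127 single-gene results and 2304 alternatives, 1944 kept their side of the threshold, 279 fell below it, 78 passed it and 3 reversed. Among the 1944, 54 uncalled values in 20 genes changed sign. Rxfp1, Nr4a2 and Nmur2 in the ARC, S100g, Ramp3 and Nmbr in the PVN and Harbi1 in the NTS kept their call under each alternative run on them. Of 26 called lists, all lost their call with an estimated correlation and with fry. The cause was not tested for any result below, except where fewer arrays or fewer probe sets are its construction. Signals near the background median (up to 7.60) limit what the arrays can show of low genes such as Pomc and Mc3r in the NTS.

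For the ARC (23 higher, 88 lower), the counts that moved by over 1.5 times were 11 and 51 with 1 symbol, 14 higher with trend and robust moderation, 5 and 18 unmoderated, 36 and 138 with array weights, 58 lower with 18 arrays, 56 lower with the replicate block, 60 higher with the midbrain covariate, 69 and 192 with the ependymal covariate, and 72 and 188 without the doubted arrays. Leaving out 1 array gave 14 to 97 higher (EB 3, EB 1), 49 to 164 lower (EB 3, Oil 1), 0 to 1 past adjustment (Oil 2) and 8 to 14 lists. Lists called numbered 0 with an estimated correlation and 0 with fry. Reversed were the nicotinic list with the midbrain covariate (adjusted p = 0.951), whose list shares Chrna6 and Chrnb3 with it, and Cfap161 with the ependymal covariate, the mean of the cilia genes (0.037).

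For the PVN (35 higher, 42 lower), they were 15 and 21 unmoderated, 87 and 96 with array weights, 115 higher with the midbrain covariate and 126 higher without the doubted arrays, with 27 to 113 higher (Oil 1, Oil 2) and 26 to 122 lower (Oil 1, EB 3) over the fits without 1 array. Genes past adjustment numbered 1 with trend and robust moderation, 1 with array weights, 3 with the midbrain covariate and 0 to 24 without 1 array (Oil 2). Lists called were 0 with an estimated correlation and 0 with fry. Oxt passed with 18 arrays (5.16, adjusted p = 0.0329 over the list alone), array weights (7.09, 0.00597) and the replicate block (5.16, 0.0146), with 3.82 to 7.80 without 1 array. Avp did not pass with trend and robust moderation (4.74, 0.133), unmoderated (4.74, 0.19), with the midbrain covariate (2.82, 0.318) or without the doubted arrays (2.40, 0.699), with 3.55 to 5.91 without 1 array. Npy1r did not pass without the doubted arrays (1.15, 0.0579). Of the genes of interest (2 past adjustment over the list), 1 passed with trend and robust moderation, 1 unmoderated, 5 with array weights, 1 with the midbrain covariate, 0 without the doubted arrays and 1 to 7 without 1 array. Without the doubted arrays Foxa2 (0.25), Asb15 (-0.13) and the midbrain list (adjusted p = 0.477) reversed.

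For the NTS (11 higher, 7 lower), they were 11 lower with medians subtracted, 13 lower with 18 arrays, 5 and 3 unmoderated, 17 and 36 with array weights, 18 higher with the replicate block and 23 lower without the doubted array, with 11 to 26 higher (Oil 3, EB 3) and 11 to 69 lower (Oil 1, EB 3) without 1 array. Genes past adjustment numbered 0 with 18 arrays, where Asb15 (6.23) has an adjusted p of 0.824, 0 with 1 symbol, where Asb15 has none in the platform's annotation, 2 without the doubted array and 1 to 2 without 1 array (EB 3, Oil 3). Lists called numbered 3 without dim probe sets, 4 without the doubted array, 0 with an estimated correlation, 0 with fry and 4 to 7 without 1 array. Clustering on genes of interest put 3 ARC and 3 NTS samples on their own side with scaled genes, and 3 NTS samples with complete linkage. In the fit of 18 arrays, the average effect called 6 genes with array weights (Asb15, Pigv, Mis18a, Tecpr1, Cyth3 and Dhrs1) and 0 to 3 without 1 array, and the difference between regions 0 to 3 (PVN Oil 2). Replicate numbers do not pair the samples: over 9 pairs of EB and Oil arrays of one region and number, correlations of their deviations run from -0.455 to 0.126, and 1 EB array correlates best with its own number, so the replicate block is an alternative only.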

Differences from the paper's values

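Of 199 values compared, 23 differ, which here means lying outside a wide tolerance. The other values are not all equal to the paper's. In the PVN, the Oil means of Oxt (9.59 here) and Avp (8.12) are above the paper's. Cohen's d of Mc3r (1.13) and its fold change Oil over EB (1.84) are below the paper's there. None of these values is among the 23. With biweight averages, an alternative chosen after seeing the values, 0 of 156 values lie outside the tolerance. Of the genes in the paper's lists (98 that could be read for the ARC, 101 for the PVN, 21 for the NTS), 0 are dropped.

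For fold changes EB over Oil, the paper's 1.01 for Agrp in the ARC stands against 0.547 here, and of the alternatives set before the data were examined only leaving out ARC Oil 2 reaches it. In the PVN the paper gives 57.11 for Avp, 3.66 for Crh and 2.97 for Trh, against 26.8, 2.29 and 1.83 here, and array weights, leaving out EB 3 and leaving out Oil 2 reach each of them. The paper's 506.15 for Oxt stands against 35.7 here, and no alternative set beforehand reaches it. Biweight averages, chosen after the values were seen, give 506 for Oxt, 57.1 for Avp, 3.66 for Crh and 2.97 for Trh. For these 4 genes the paper's fold changes are thus those of biweight averages, while those here are between arithmetic means. For fold changes Oil over EB, the paper gives 1.05 for Cartpt in the ARC against 0.946 here (reached with array weights, without EB 1 and without Oil 1), 1.33 for Pomc in the NTS against 0.948 (without EB 1 and without Oil 3) and 1.08 for Mc4r in the NTS against 0.982 (quantile normalization, medians subtracted, array weights, without EB 1 and without Oil 3). The paper's log2 fold change of 1.11 for Trim16 in Additional file 4 stands against 0.664, reached with medians subtracted, array weights, the ependymal covariate, without EB 1 and without Oil 3. The other alternatives set beforehand did not reach these values. Reaching means falling within the wide tolerance of this comparison, not giving the same value. Without ARC EB 1, Cartpt differs by log2 -0.337 (EB minus Oil), and without NTS Oil 3, Pomc differs by -0.213. For Trim16, 0.912 without ARC Oil 3 counts as reaching 1.11.

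For Cohen's d in the ARC the paper gives 0.02 for Agrp against 0.678 here and 0.23 for Mc3r against 0.560, neither reached, 1.25 for Ghsr against 0.457 (reached without EB 1 and without Oil 3) and 0.50 for Npy1r against 0.169 (without EB 2 and without Oil 1). In the PVN it gives 2.53 for Oxt against 1.45 (reached without EB 3), 1.73 for Crh against 1.11 and 1.19 for Trh against 0.666 (both without Oil 2), and 0.31 for Mc4r against 1.02 (not reached). In the NTS it gives 0.23 for Cckbr against 1.34 (not reached), 0.35 for Oxtr against 0.796 (quantile normalization), 0.34 for Ghsr against 0.648 (without EB 2 and without Oil 1), 0.96 for Pomc against 0.177 (without Oil 3), 0.95 for Mc3r against 0.237 (quantile normalization, without EB 3 and without Oil 2) and 0.61 for Mc4r against 0.150 (without EB 3 and without Oil 1). For d, 8 alternatives set beforehand were run, and those not named did not reach the paper's value.

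The column of Table 1 headed as a log2 fold change holds linear fold changes. Some decreases carry a minus sign there and others, such as Mc3r in the PVN and Npy in the ARC, do not, although the paper's group means are higher with Oil. At the paper's thresholds its counts are 24 higher and 75 lower in the ARC, 51 and 50 in the PVN, and 13 and 8 in the NTS, against 23 and 88, 35 and 42, and 11 and 7 here. The biweight averages, chosen after the values were seen, give the paper's counts and call the 23, 34 and 6 genes of its lists that are not called here.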

Other observations

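Of the tests in this part, the fits without pairs of doubted arrays were chosen after the result was seen.

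In the PVN, GABA-A receptor subunits, which form the main inhibitory ion channel of the brain, read higher with EB in 11 of 12 measured genes. Gabra4 was called (1.26 on the log2 scale), and adjusted over the list alone 4 were higher and 0 lower, with Gabra2 at 0.88, Gabrg1 at 0.57 and Gabrb1 at 0.51. The list was called (camera adjusted p = 2.62e-05; adjusted p = 0.599 with an estimated correlation) in each fit without 1 array, while without both Oil 1 and Oil 3, the samples with midbrain markers, its mean difference goes from 0.41 to 0.12 (adjusted p = 0.289, with 1 Oil sample left). Thalamus and habenula markers were higher in 8 of 9, with 3 called and 0 adjusted over the list alone (camera adjusted p = 0.0068; adjusted p = 0.708 with an estimated correlation; 0.105 without EB 2). Their mean is 8.855 and 8.675 in EB 1 and EB 2, while EB 3, at 7.652, lies among the Oil samples (7.558 to 7.719). Oligodendrocyte markers were lower with EB in 11 of 11 (camera adjusted p = 0.0328, or 0.824 without EB 2). Astrocyte markers were higher in 8 of 9 (camera adjusted p = 0.0235, or 0.823 without EB 3). In both lists 0 genes were called, and the camera adjusted p is 0.709 with an estimated correlation.

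In the ARC, interferon-stimulated genes, which act against viruses, read lower with EB in 11 of 14. Oasl2 was called (log2 -1.01, and under a fold change of 2 without EB 1, EB 2, Oil 1 or Oil 2, at -0.87, -0.99, -0.94 and -0.79), 0 passed adjusted over the list alone, and Rsad2 differed by -0.83 and Mx2 by -0.62, the EB signals of Rsad2 lying below the background median. The list was called (camera adjusted p = 0.000419; adjusted p = 0.606 with an estimated correlation), but not without EB 2 and Oil 1 together (0.0919). Microglia markers moved with it, 8 of 10 lower with 0 called (median log2 -0.291; camera adjusted p = 0.0454; adjusted p = 0.675 with an estimated correlation; 0.105, 0.138, 0.152 and 0.79 without EB 1, EB 2, Oil 1 and Oil 2). Both lists are highest in Oil 1 and Oil 2, with means of 7.795 and 8.044 for the interferon-stimulated genes and 9.15 and 9.423 for the microglia markers. Of 9 estrogen-induced genes in the ARC, 6 were higher and 3 lower, and the list was not called (camera adjusted p = 0.152). Pgr, the progesterone receptor, differed by 0.86 there and Oxtr, the oxytocin receptor, by 0.64, each higher in 3 of 3 EB samples, although all 6 Oxtr signals lie below the background median.

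Endothelial markers read higher with EB in 9 of 9 ARC genes, with 0 called and 0 adjusted over the list alone (camera adjusted p = 0.000335; adjusted p = 0.606 with an estimated correlation; 0.0703 without Oil 2). Their mean is 8.34 in ARC Oil 2 and 9.61 to 10.19 in the other ARC samples. In PVN Oil 2 it is 7.88, against 9.40 to 10.00. These are the 2 Oil samples in which Asb15 is high, and Abcb1a, Tek, Adgrf5, Cldn5 and Flt1, genes of brain vessels picked after their values were seen, are low in no other array.

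In the NTS, choroid plexus markers differ widely between samples of one treatment, from a mean of 5.91 in EB 1 to 13.38 in EB 3, with 7.25 in Oil 3 and 10.97 and 11.09 in Oil 1 and Oil 2. All 10 read lower with EB, 0 were called and the list was not (camera adjusted p = 0.323). The most alike pairs of arrays within a group are NTS Oil 1 and Oil 2 (root mean square difference of 0.256 on the log2 scale) and PVN Oil 1 and Oil 3 (0.277), while other pairs differ by up to 0.597. All fits count such a pair as independent samples. Leaving out 1 array of a pair keeps the other, so leave-one-out fits test little of what the pair shares. S100g averaged over the 3 regions is higher with EB by 2.41 (limma adjusted p = 0.217 over all genes).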
